# A natural antisense lncRNA controls breast cancer progression by promoting tumor suppressor gene mRNA stability

**DOI:** 10.1371/journal.pgen.1007802

**Published:** 2018-11-29

**Authors:** Mahdieh Jadaliha, Omid Gholamalamdari, Wei Tang, Yang Zhang, Ana Petracovici, Qinyu Hao, Aamira Tariq, Tae Gyoon Kim, Sarah E. Holton, Deepak K. Singh, Xiao Ling Li, Susan M. Freier, Stefan Ambs, Rohit Bhargava, Ashish Lal, Supriya G. Prasanth, Jian Ma, Kannanganattu V. Prasanth

## Abstract

The human genome encodes thousands of long noncoding RNA (lncRNA) genes; the function of majority of them is poorly understood. Aberrant expression of a significant number of lncRNAs is observed in various diseases, including cancer. To gain insights into the role of lncRNAs in breast cancer progression, we performed genome-wide transcriptome analyses in an isogenic, triple negative breast cancer (TNBC/basal-like) progression cell lines using a 3D cell culture model. We identified significantly altered expression of 1853 lncRNAs, including ~500 natural antisense transcript (NATs) lncRNAs. A significant number of breast cancer-deregulated NATs displayed co-regulated expression with oncogenic and tumor suppressor protein-coding genes in *cis*. Further studies on one such NAT, *PDCD4-AS1* lncRNA reveal that it positively regulates the expression and activity of the tumor suppressor *PDCD4* in mammary epithelial cells. Both *PDCD4-AS1* and *PDCD4* show reduced expression in TNBC cell lines and in patients, and depletion of *PDCD4-AS1* compromised the cellular levels and activity of PDCD4. Further, tumorigenic properties of *PDCD4-AS1*-depleted TNBC cells were rescued by exogenous expression of *PDCD4*, implying that *PDCD4-AS1* acts upstream of *PDCD4*. Mechanistically, *PDCD4-AS1* stabilizes *PDCD4* RNA by forming RNA duplex and controls the interaction between *PDCD4* RNA and RNA decay promoting factors such as HuR. Our studies demonstrate crucial roles played by NAT lncRNAs in regulating post-transcriptional gene expression of key oncogenic or tumor suppressor genes, thereby contributing to TNBC progression.

## Author summary

Breast cancer is the most common cancer in women worldwide. The molecular mechanisms underlying the disease have been extensively studied, leading to dramatic improvements in diagnostic and prognostic approaches. Despite the overall improvements in survival rate, numerous cases of death by breast cancer are still reported per year, alerting us about the potential gap of knowledge in cancer molecular biology era. The emerging advances in new generation sequencing techniques have revealed that the majority of genome is transcribed into non-protein coding RNAs or ncRNAs, including thousands of long ncRNAs (lncRNAs) of unknown function. Natural antisense RNAs (NATs) constitute a group of lncRNAs that are transcribed in the opposite direction to a sense protein-coding or non-coding gene with partial or complete complementarity. In this manuscript, we investigate the role of NATs in breast cancer progression, focusing on the role of *PDCD4-AS1*, a NAT expressed from the established tumor suppressor *PDCD4* gene locus. We observe that both *PDCD4-AS1* and *PDCD4* display concordant expression in breast cancer cell lines and patients. In mammary epithelial cells, *PDCD4-AS1* promotes the stability of *PDCD4* mRNA. *PDCD4-AS1* by forming RNA duplex with *PDCD4* RNA prevents the interaction between *PDCD4* RNA and RNA decay factors in the nucleus.

## Introduction

While more than 80% of the genome is transcribed to RNA, high throughput gene expression analyses have revealed that only 2% of transcribed RNAs are translated into proteins. Current studies estimate that the human genome harbors several thousands of noncoding RNA (ncRNA) genes [1,2,3,4]. NcRNAs are grouped into different subclasses; from short non-coding transcripts like miRNAs and piRNAs (~20–30 nucleotides [nts] long), to middle range ncRNAs like snRNAs and snoRNAs (~30–200 nts long), and finally the long non-coding RNAs (lncRNAs) (>200 bp in length). So far, the most studied class is microRNAs (miRNAs), which promote gene silencing by inhibiting translation of target genes and/or by destabilizing the mRNAs [5,6]. LncRNAs comprise the least studied, but most complex group of ncRNAs. Unlike miRNAs, lncRNAs are very diverse with respect to their function, localization, abundance and interacting partners [7]. For instance, lncRNAs can form complex 3D secondary structures with the capacity to bind to proteins as well as to nucleic acids (DNA as well as RNA). This dual capacity renders lncRNAs as an ideal regulator in protein-nucleic acid network. The human genome is estimated to contain ~16000 lncRNA genes [https://www.gencodegenes.org]. Based on the genome positioning, lncRNA genes could further be grouped into subclasses, including NATs or natural antisense transcripts (~5501), lincRNAs or long intergenic non-coding RNAs (~7499), sense intronic RNAs (~905), sense overlapping RNAs (~189), and processed transcripts (~544) [https://www.gencodegenes.org].

Breast cancer (BC) is the most common cancer in women, underscoring a need for research and development of more efficient treatment strategies [8]. BC is a heterogeneous disease and comprises several subtypes based on the presence or absence of three hormone receptors; estrogen receptor (ER), progesterone receptor (PR) and human epidermal growth factor 2 (HER2). Based on the expressions of receptors, BC is categorized as Luminal A (ER positive and/or PR positive and HER2 negative), Luminal B (ER positive and/or PR positive and HER2 negative or positive), HER2+ (ER and PR negative, HER2 positive) and triple-negative breast cancer (ER/PR/HER2 negative). The clinical outcome is worst for triple-negative breast cancer (TNBC) patients mainly due to lack of any of the three hormone receptors and, consequently, poor response to hormone-targeted therapies [9,10,11,12]. Therefore, there is an emergent need to investigate the molecular biology of the TNBC subtype to identify efficient prognostic and diagnostic markers.

Current research on BC primarily focuses on the role of protein-coding genes in the disease progression. However, recent studies indicate that a significant number of lncRNAs show aberrant expression in BC patients (For review please see [13]). Abnormal expression of several lncRNAs is associated with chemoresistance in BC cells [14]. However, the underlying molecular mechanism remains to be determined for most cases. Mechanistic studies have indicated that several of the BC-deregulated lncRNAs play crucial roles in disease pathology. For example, HOTAIR is known to negatively regulate the expression of many protein-coding genes by recruiting repressive PRC2 and LSD1 complexes to chromatin. *HOTAIR* is overexpressed in a significant number of BC patients, and is shown to act as a powerful predictor of metastasis [15]. We and others have demonstrated the involvement of *MALAT1* in breast cancer progression and metastasis [16,17]. *MALAT1* is overexpressed in a significant number of BC patients, and its depletion compromises both tumorigenic and metastatic properties of BC cells. In a mouse mammary carcinoma model, genetic loss or systematic depletion of *MALAT1* in MMTV-PyMT resulted in slower tumor growth and reduction in metastasis [16]. In addition to *HOTAIR* and *MALAT1*, both of which promote oncogenesis, lncRNAs such as *GAS5* are shown to act as tumor suppressors [18]. As of now, we understand the molecular action of only a handful of the several thousands of lncRNAs that show aberrant expression in BC patients.

In order to understand the role of lncRNAs during TNBC progression, we performed RNA-seq in an isogenic tumor progressive TNBC cell line series and compared the expression of all of the annotated lncRNAs to a normal-like mammary epithelial cell line. We found that 1853 lncRNAs showed aberrant expression in the metastatic BC cells. Among these lncRNAs, >1/4 (504/1853) of them are found to be natural antisense transcripts (NATs). Interestingly, we observed that several of these NATs are transcribed in opposite orientation to key oncogenic and tumor suppressor protein-coding genes, and the expression of both sense and antisense transcripts is co-regulated in both TNBC cells and BC patient samples. Mechanistic studies of one such NAT, *PDCD4-antisense RNA1* (*PDCD4-AS1*) in BC progression demonstrated that it regulates the expression of its sense protein-coding partner, *PDCD4* (*Programmed Cell Death 4)* in cis. *PDCD4*, initially identified in a screen aimed to determine apoptosis-induced targets [19], is a well-established tumor suppressor gene [20]. We observed that the reduced levels of *PDCD4-AS1* lncRNA in TNBC cells were correlated with reduced expression of *PDCD4* in these cells. Further, we demonstrated that *PDCD4-AS1* acted upstream of *PDCD4* and induced *PDCD4* expression by enhancing the stability of *PDCD4* RNA. Our studies have unearthed novel NAT-mediated post-transcriptional mechanisms controlling the expression of protein coding genes in *cis*.

## Results

### NATs display differential expression during breast cancer progression

Human breast carcinomas are suggested to evolve via sequential genetic modifications from benign hyperplasia of mammary epithelial cells, into atypical ductal hyperplasia, to ducal carcinoma in situ (DCIS) and eventually to fully malignant tumors that possess the potential to metastasize into distant organs [21,22,23]. In order to understand the role of lncRNAs during various stages of breast cancer (BC) progression, we utilized a well-established isogenic mammary epithelial cell line-derived BC progression model system [21,23]. This system consists of multiple cancer cell lines of basal-like or TNBC subtype, all of which were initially derived from the spontaneously immortalized, non-tumorigenic mammary epithelial cell line, MCF10A [24]. The model system comprises of 4 isogenic cell lines, categorized as M1-M4 [21,23]. M1 represents the normal, non-tumorigenic, immortalized MCF10A cells. Transfection of MCF10A with activated T24-HRAS and selection by xenografting generated the M2 (MCF10AT1k.cl2) cell line, which is highly proliferative and gives rise to premalignant lesions with the potential for neoplastic progression. M3 (MCF10Ca1h) and M4 (MCF10CA1a.cl1) were derived from occasional carcinomas arising from xenografts of M2 cells. M3 gives predominantly well-differentiated low-grade carcinomas on xenografting, while M4 gives rise to relatively undifferentiated carcinomas and colonizes to the lung upon injection of these cells into the tail vein [22,25,26,27,28,29]. These lines represent progression through various stages of breast tumorigenesis and recapitulate key steps that mimic the progression of breast cancer *in vivo* [25]. In addition, the common genetic background of these cells enables us to rule out the genetic variation behind the deregulated gene expression. We hypothesized that functional characterization of lncRNAs, especially those displaying differential expression among these cell lines, would help us to determine their roles in TNBC development.

We cultured M1-M4 cells as three-dimensional (3D) acinar or organoid-like structures in Matrigel for 7–10 days, as 3D acini structurally and morphologically resemble *in vivo* acini of breast glands and lobules [28,30]. We performed poly A+ selected paired-end deep RNA-seq (~160–250 million reads/sample) in two biological replicates and analyzed the expression of 28905 genes in M1, M2, M3 and M4 cells (17396 protein coding and 11509 lncRNAs) (GENCODE Release v19 [GRCh37]) (Fig 1A). 

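The RNA-seq data comprised 8 libraries, 2 biological replicates from each of the 4 cell lines. M1 is the non-tumorigenic mammary epithelial line MCF10A, M2 is MCF10AT1k.cl2, M3 is MCF10Ca1h and M4 is MCF10CA1a.cl1. The methods give 8 days of culture in Matrigel, and a medium with 2% horse serum for all lines. EGF, a growth factor of epithelial cells, was present at 10 ng/ml for M1 and M2 and was left out for M3 and M4 (the methods print "M2-M2" for the lines grown with EGF, read here as M1 and M2). A comparison of M3 or M4 with M1 therefore also compares medium without EGF and medium with it. The authors trimmed the reads with Trimmomatic, aligned them to the human genome (hg19) with STAR and counted them per gene with STAR/RSEM on GENCODE v19. The deposited values are RSEM's expected counts, which are not normalized; 12.8% of them are not whole numbers, and they were rounded before testing. The paper's text does not state whether the counting used the strand of the reads, so the counts of NATs that overlap a coding gene are uncertain to that extent. The total count per library ran from 69669970 in M2 replicate 2 to 107350344 in M4 replicate 1, with medians of 82144979 in M1, 85915274 in M2, 87065180 in M3 and 91710728 in M4. The paper gives 163000000 to 256000000 pass-filter reads per sample; the values here use the counts. Of 56632 genes in the table, 29419 had a count in at least 1 library. Matched to the gene classes of GENCODE release 44 on the same genome build, 16848 of these were protein coding and 12571 were not, including 4950 pseudogenes and 1555 genes that release 44 does not list.
The replicates differed in how close they were. Across genes with at least 20 counts in all libraries, Spearman's rho between the replicates was 0.971 in M1, 0.998 in M2, 0.977 in M3 and 0.986 in M4 (these are correlations across genes, which are not independent replicates). The chi-square of the counts per degree of freedom, which is near 1 for repeated sampling of 1 library, was 6.98 between the M2 replicates, 125 between the M4 replicates, 260 between the M1 replicates and 327 between the M3 replicates. S1 Table, of which the copy used here holds 1998 of the paper's 28905 genes, assigns 2 libraries differently from the sample labels. Its M2 replicate 1 column matched the library labelled M1 replicate 2 (r = 0.983 across 218 genes), and its M1 replicate 2 column matched the library labelled M2 replicate 1 (r = 0.970). The remaining columns matched the library of the same label, with r from 0.971 to 0.984. The sample labels are used throughout, and the calls of each line against M1, the counts by the 2-fold rule, the pairs of S4 and S6 Tables and the gene lists in M4 against M1 were also computed with the assignment of S1 Table, an alternative chosen after seeing the data.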

We identified transcripts, which were more than 2-fold deregulated in both biological repeats. 

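The deregulation rule was applied to the deposited counts as CPM, counts scaled to library size, with library sizes from edgeR's TMM method, with 0.001 added, and a gene was counted when the ratio of M4 to M1 was above 2, or below 0.5, in replicate 1 and again in replicate 2. The paper computed its fold changes from FPKM values. The rule gives no error, so the counts were also tested with edgeR's quasi-likelihood method across all 8 libraries, for the 18431 genes that passed edgeR's filter on low counts. In that test a gene was called at an adjusted p under 0.05 (Benjamini-Hochberg) with an absolute log2 fold change above 1. The coefficient of variation between replicates that edgeR estimated was 0.374 in M1, 0.0576 in M2, 0.305 in M3 and 0.269 in M4. On simulated counts with 200 changed genes, the test called 132 of them, all in the right direction, and 9 unchanged genes. The simulation gave every line the same spread for a gene, so it does not test the effect of the unequal spreads above.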

Since we were primarily interested in lncRNAs that show abnormal expression during BC progression and metastasis, we initially compared gene expression between M1 and M4 cells (S1 and S2 Tables). 

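By the 2-fold rule, 6098 genes differed between M4 and M1 cells in both replicates, of which 2949 were higher and 3149 lower in M4. They included 3616 protein-coding genes and 2482 genes that are not protein coding. Of the 6098 genes, 1533 had fewer than 10 counts in every M1 and M4 library, and 1125 of those were not protein coding. Of the alternatives that kept both replicates, the pseudocount moved the count most: with 1 CPM in place of 0.001 CPM, 1926 genes passed the rule, 1756 protein coding and 170 not. Either replicate alone gave more genes, 12441 for replicate 1 and 12829 for replicate 2.
The test called 3821 genes between M4 and M1, 1748 higher and 2073 lower in M4. Of these, 3144 were protein coding and 677 were not. With the library assignment of S1 Table, 1559 genes were called, and with only M1 and M4 in the fit 3100 were. Among the called genes that had at least 100 counts in each replicate of the higher line, the largest changes were in genes with 3 counts or fewer in both libraries of the lower line, for which only a lower bound of the fold can be given. PRSS21 (ENSG00000007038) was at least 729-fold higher in M4, with 0 counts in each M1 library and 3195 and 1962 counts in M4. LINC00973 (ENSG00000240476) was at least 713-fold higher, although under the assignment of S1 Table its log2 fold change was 6.09 with an adjusted p from edgeR of 0.0555, against 2.86e-96 to 0.00250 under the other alternatives. CEACAM5 (ENSG00000105388) was at least 299-fold higher, with 1930 and 377 counts in M4; the bound was 132.2-fold without M4 replicate 1 and 466-fold without M4 replicate 2. PYCARD (ENSG00000103490) was at least 1408-fold lower in M4, with 3674 and 4136 counts in M1 and 0 in each M4 library. DAPL1 (ENSG00000163331), with 1080 and 3084 counts in M1, was at least 752-fold lower, or 387-fold without M1 replicate 2. MYADM (ENSG00000179820) was at least 286-fold lower.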

Expression of 4668 genes (2815 protein coding and 1853 lncRNAs) were altered >2-fold change in their expression between M1 and M4 cells in both biological repeats (Fig 1B). 1159 out of the 1853 deregulated lncRNA genes showed >2-fold upregulation in M4 cells (Fig 1C, S2 Table). On the other hand, 694 lncRNA genes displayed reduced expression in M4 compared to M1 cells. 

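In the deposited counts, 1257 genes that are not protein coding passed the 2-fold rule as higher in M4 in both replicates. With the requirement of at least 10 counts in every replicate of M1 or of M4, 424 did. The test called 279 genes that are not protein coding as higher in M4, and 80 with the library assignment of S1 Table.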

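Lower in M4 in both replicates by the rule were 1225 genes that are not protein coding. The number was 546 with the requirement of at least 10 counts and 890 with the library assignment of S1 Table. The test called 398 such genes as lower in M4, and 86 under that assignment.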

Further, we noticed that natural antisense transcripts (NATs) comprised one of the largest types of lncRNAs (504 out of 1853), along with lincRNAs and pseudogenes, which showed deregulation in M4 cells (Fig 1D). 

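NATs were taken here as lncRNA genes whose span overlaps a coding gene on the opposite strand in GENCODE release 44, which holds for 2878 of the genes with a count. Of the 2482 genes that are not protein coding and passed the 2-fold rule, 601 were NATs by this definition, 286 higher and 315 lower in M4, and 854 were pseudogenes. At a pseudocount of 1 CPM, 39 NATs passed. The test called 164 NATs, 73 higher and 91 lower in M4, and 47 under the library assignment of S1 Table. These counts are uncertain where a NAT overlaps exons of the coding gene, because the use of strand in counting is not stated.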

Our data supports observations from a recent study, reporting deregulated expression a significant number of NATs in breast cancer samples [31].

**Fig 1:**
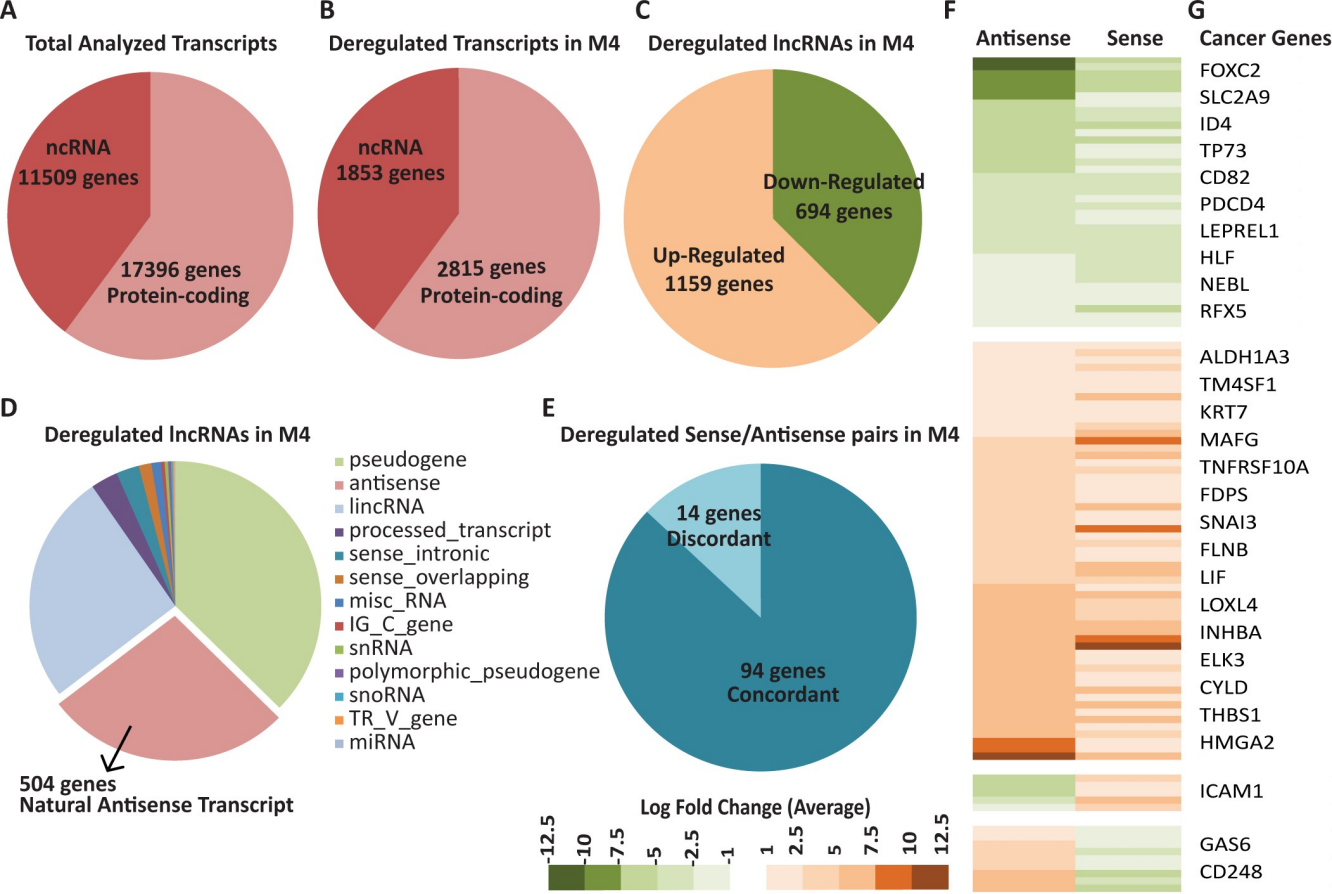
Long noncoding RNAs, including NATs show differential expression during breast cancer progression. A) Total number of genes analyzed in M1 and M4 cells. B) Number of deregulated ncRNA and protein-coding RNA genes in M4 cells compared to M1 cells. C) Number of deregulated lncRNA genes in M4 compared to M1 cells. D) Different classes of aberrantly expressed lncRNA genes in M4 compared to M1 cells. E) Number of sense/antisense pairs that show concordant or discordant pattern of expression in M4 compared to M1 cells. F) Heatmap representing deregulated sense/antisense pairs in M4 compared to M1. G) Representative cancer-associated protein coding genes in the NAT/protein-coding gene pairs from the heatmap (Fig 1F). Please see S6 Table for the details of NAT/protein-coding gene pairs.

NAT lncRNAs are typically enriched in the nucleus [1,32,33], and recent studies indicate that several of the NATs function in *cis* by regulating the expression of their sense partner protein-coding genes (for review please see [31,33,34]). To gain insights into the potential NAT-mediated *cis*-gene regulation in BC cells, we examined the status of co-regulated expression of 504 NATs and their protein-coding partner in M1 and M4 cells. 

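In S4 Table's list of NAT and coding gene pairs, the counts of the coding genes were far higher than those of the NATs. The highest count of a NAT in any M1 or M4 library had a median of 19 over the 108 pairs, against 1440 for the coding genes, and 37 NATs had fewer than 10 counts in every M1 and M4 library. The NAT was too low to be tested in 47 pairs and the coding gene in 11. The test called 34 NATs and 83 coding genes between M4 and M1, and both genes in 30 pairs. With the library assignment of S1 Table, both genes were called in 13 pairs. Over the 155 tested genes of the list, 114 were called with the p adjusted over all genes and 129 when adjusted over the list alone; the study chose the list on these samples, so the latter is not independent evidence.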

We observed that 108 out of 504 deregulated NATs and their sense protein coding genes showed >2-fold change in expression (S3 and S4 Tables). Among them, 94 (~87%) NAT: mRNA pairs showed concordant pattern of deregulation (i.e., both sense/antisense pairs are up- or are down-regulated concordantly) and 14 (~13%) pairs exhibited discordant pattern of expression (Fig 1E and 1F). 

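For the 56 pairs in which both genes were tested, the fitted log2 fold changes between M4 and M1 had the same sign in 51 and opposite signs in 5. This is a share of 91.1% (95% Wilson interval 80.7% to 96.1%). Random re-pairing of the same NATs and coding genes gave the same sign in 50% of pairs on average, and none of 100000 re-pairings reached the observed share (one-sided permutation test, p = 1e-05, the smallest they can give). Without the filter on low counts all 108 pairs had a fitted value, and 94 of them (87.0%) had the same sign. Leaving out each M1 or M4 library in turn gave shares from 82.1% to 86.6%. Those fits had 63 to 67 tested pairs in place of 56, so the set of pairs also changed. In 12 pairs both genes were called higher in M4, in 15 both were called lower, and in 3 they were called in opposite directions.

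**Figure D1:**
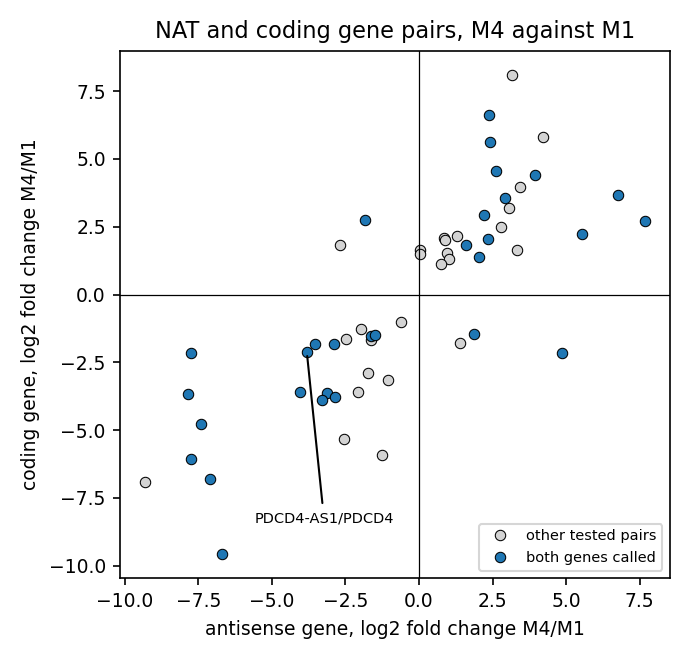
Log2 fold change of the NAT (x axis) and of its coding gene (y axis) between M4 and M1 cells for the 56 tested pairs, with pairs in blue where both genes were called by edgeR's test. The 51 pairs with the same sign lie at the lower left and upper right, and the 5 others at the upper left and lower right; fitted values of genes near 0 counts depend on edgeR's prior count.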

To assess if these NATs potentially regulate the expression of protein-coding genes that play crucial roles in BC progression, we determined the percentage of the sense protein coding genes in the sense: NAT pair that play well-established roles in cancer progression. We compiled data sets from multiple sources to identify potential cancer-associated genes, that are involved in vital cellular processes such as cell cycle and Epithelial-to-Mesenchymal transition (EMT) (https://www.qiagen.com), (http://www.bushmanlab.org/links/genelists), [17,35] (S5 Table). 

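In S6 Table's list of 29 NAT and coding gene pairs, chosen by the study from the pairs above, the test called 28 of the coding genes and 11 of the NATs between M4 and M1 cells. Under the assignment of S1 Table these numbers were 22 and 6. Both genes were tested in 15 pairs, and both were called in 11, or in 6 under that assignment. The fitted changes had the same sign in all 15, and in 14 with the replicate number as a block. The pairs of ICAM1, GAS6 and CD248, which the study lists as discordant, were not among these 15. Without the filter on low counts all 29 pairs had a fitted value, and 26 of them had the same sign. In 13 pairs the NAT had fewer than 10 counts in every M1 and M4 library. RUSC1-AS1 (ENSG00000225855), on chromosome 1 of GRCh37 from 155286654 to 155293967, had 2.17 ± 0.913 CPM in M1 and 10.0 ± 3.45 CPM in M4 (SD, n = 2), a log2 fold change of 2.21 (standard error 0.3997, adjusted p = 0.00573 from edgeR). Its partner FDPS (ENSG00000160752), from 155278539 to 155290457, had 154.3 ± 28.0 CPM in M1 and 1171 ± 59.3 CPM in M4 (SD, n = 2), a log2 fold change of 2.92 (standard error 0.180, adjusted p = 0.000130 from edgeR). The exons of RUSC1-AS1 and FDPS overlap in the annotation, so the counts of RUSC1-AS1 are uncertain without the use of strand. Reads of FDPS counted on the wrong strand cannot be told apart from a rise of RUSC1-AS1 here. In another pair, on chromosome 3, the coding gene TM4SF1 (ENSG00000169908) was higher in M4 with a log2 fold change of 1.64 (adjusted p = 0.0267 from edgeR). With only M1 and M4 in the fit its adjusted p was 0.0955, and under the other alternatives 2.97e-14 to 0.0280. TM4SF1 was at 75.2 and 230.7 CPM in M1 and at 449.5 and 501.7 CPM in M4. The size of its change therefore depends on which M1 library is used. The NAT TM4SF1-AS1 (ENSG00000240541) had 15 and 30 counts in M1 and 39 and 17 in M4. Its log2 fold change of 0.044 (standard error 0.801, adjusted p = 0.974 from edgeR) was within the spread of the replicates.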

By such analysis, we identified 29 deregulated NAT: mRNA pairs in which the protein coding genes have established roles in cancer progression (Fig 1F and 1G, S6 Table). Furthermore, comparison of expression data of these NATs with ‘clinical survival in invasive breast carcinoma patient dataset’ (TCGA dataset, containing 105 normal samples and 814 breast tumors) revealed that the expression of 3 of these NATs was well correlated with survival outcomes in BC patients (S7 Table) [36]. Thus, BC deregulated NAT: sense protein-coding genes could potentially play vital roles in BC progression and survival.

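S7 Table lists 3 NATs of these pairs, PDCD4-AS1, P3H2-AS1 (LEPREL1-AS1 in the paper) and RFX5-AS1 (RP11-126K1.6 in the paper). P3H2-AS1 (ENSG00000225764), on chromosome 3 of GRCh37 from 189838733 to 189867951, had 25 and 17 counts in M1 and 3 and 1 counts in M4 (adjusted p = 0.0144 from edgeR's quasi-likelihood test). Its partner P3H2 (ENSG00000090530) was lower in M4, with a log2 fold change of -1.82 (standard error 0.2499, adjusted p = 0.00192 from edgeR). In M3 the pair went the other way. P3H2 was called higher there, with a log2 fold change of 1.42 (standard error 0.2465, adjusted p = 0.0075 from edgeR). P3H2-AS1 had 100 and 41 counts in M3, and its log2 fold change of 1.76 did not pass the threshold (adjusted p = 0.0908 from edgeR). RFX5-AS1 (ENSG00000237976), on chromosome 1 from 151319414 to 151320503, had 12 and 29 counts in M1 and 3 and 8 in M4, and its log2 fold change of -1.98 did not pass the threshold (standard error 0.870, adjusted p = 0.1203 from edgeR). Its exons overlap those of RFX5 in release 44, so its counts are uncertain without the use of strand. RFX5 (ENSG00000143390) had a log2 fold change of -1.26 (standard error 0.173, adjusted p = 0.00192 from edgeR). From the deregulation of such pairs in M4 cells, the known roles of their coding genes and patient survival data, which were not analysed here, the paper proposes that NATs and their coding partners could play roles in BC progression and survival.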

### *PDCD4-AS1* is downregulated during breast cancer progression, and its expression positively correlates with *PDCD4* in BC cells and patients

To gain insights into the role of NATs in BC progression, we focused our attention on one NAT lncRNA, *PDCD4-AS1* for the following reasons. 

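The gene PDCD4-AS1 (ENSG00000203497) lies on the minus strand of chromosome 10 of GRCh37, from 112629499 to 112632011, and GENCODE release 44 gives it 2 exons, exon 1 from 112631785 to 112632011 and exon 2 from 112629499 to 112630196. PDCD4 (ENSG00000150593) lies on the plus strand from 112631553 to 112659764. The spans of the genes share 459 bp, from 112631553 to 112632011, which hold the 5′ ends of both. The PDCD4 transcript marked as canonical in the annotation starts at 112631686 and has 12 exons; its exon 1 ends at 112631776, so that exon 1 of PDCD4-AS1 lies within its intron 1 and the first exons share 0 bp.

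**Figure D2:**
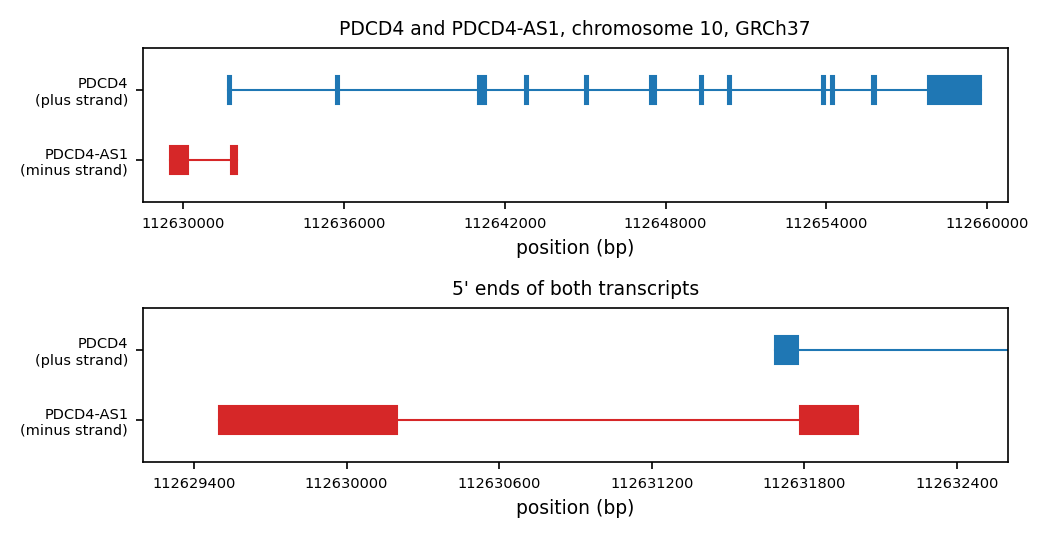
Exons (boxes) and introns (lines) of the PDCD4 transcript that starts at 112631686 and of PDCD4-AS1 on chromosome 10 of GRCh37, with the x axis in bp. The upper panel shows both genes and the lower panel their 5′ ends, where exon 1 of PDCD4-AS1 lies downstream of PDCD4 exon 1 on the opposite strand.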

*PDCD4-AS1* is a NAT lncRNA, transcribed from the complementary strand of *Programmed Cell Death 4 (PDCD4)* gene (Fig 2A). *PDCD4* is a known tumor suppressor gene that negatively regulates cell proliferation, neoplastic transformation and tumor invasion [37]. RNA-seq, RT-qPCR and immunoblot analyses demonstrated reduced levels of *PDCD4-AS1*, *PDCD4* mRNA and protein in M2, M3 & M4 cells compared to M1 (Fig 2B–2D & S1A and S1B Fig). Furthermore, *PDCD4* and *PDCD4-AS1* RNAs showed significant positive correlation with each other in breast cancer patient RNA data set (Fig 2E). 

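In the RNA-seq libraries, PDCD4-AS1 had 180 and 125 counts in M1, 74 and 60 in M2, 33 and 15 in M3, and 15 and 10 in M4 (replicates 1 and 2). As CPM this was 1.85 ± 0.460 in M1, 0.790 ± 0.0892 in M2, 0.294 ± 0.173 in M3 and 0.130 ± 0.00288 in M4 (SD, n = 2). Relative to M1, the log2 fold change of PDCD4-AS1 was -3.81 in M4 (standard error 0.558, adjusted p = 0.00247 from edgeR's quasi-likelihood test) and -2.65 in M3 (standard error 0.523, adjusted p = 0.0120 from edgeR). In M2 it was -1.23 (standard error 0.492, adjusted p = 0.189 from edgeR), which did not pass the threshold. PDCD4 had 237.4 ± 87.3 CPM in M1, 157.3 ± 2.51 in M2, 67.5 ± 15.3 in M3 and 54.9 ± 5.51 in M4 (SD, n = 2). Its log2 fold change was -2.11 in M4 (standard error 0.2701, adjusted p = 0.00147 from edgeR) and -1.82 in M3 (standard error 0.267, adjusted p = 0.00405 from edgeR). In M2 the difference from M1 was -0.59 on the log2 scale (standard error 0.260, adjusted p = 0.220 from edgeR), not past the threshold, and M1 replicate 2, at 175.7 CPM, was closer to the M2 libraries than to M1 replicate 1 at 299.1 CPM. Without M1 replicate 1 this M2 difference was -0.16, and without M1 replicate 2 it was -0.92. Under the library assignment of S1 Table the M2 changes were -0.28 for PDCD4-AS1 and -0.44 for PDCD4. With each M1 or M4 library left out in turn, the M4 change stayed between -4.05 and -3.52 for PDCD4-AS1 and between -2.45 and -1.66 for PDCD4. Under the assignment of S1 Table, the M4 changes were -3.46 and -2.05 and remained past the threshold, while those in M3 did not. There PDCD4-AS1 was at -2.30 (adjusted p = 0.166 from edgeR, against 0.000115 to 0.0448 under the other alternatives) and PDCD4 at -1.75 (adjusted p = 0.0550 from edgeR, against 2.49e-17 to 0.0257).

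**Figure D3:**
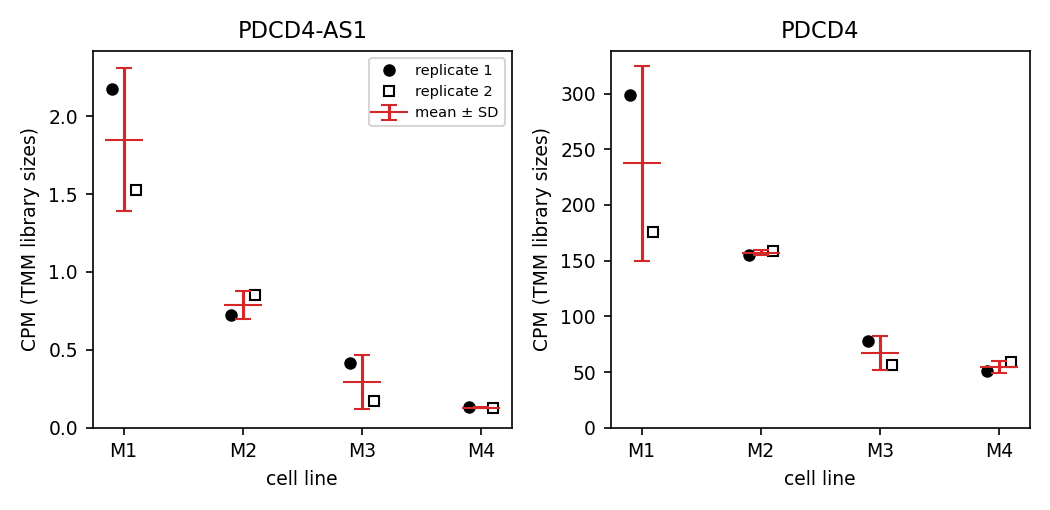
CPM of PDCD4-AS1 (left) and PDCD4 (right) on TMM-scaled library sizes in M1 to M4 cells, with each library as a point and the mean ± SD of the 2 replicates in red. For PDCD4-AS1, both M4 libraries, at 0.132 and 0.128 CPM, lie below both M1 libraries, at 2.18 and 1.53 CPM.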

Further, gene expression data from breast invasive carcinoma patients (TCGA data set) [36] revealed that *PDCD4-AS1* showed lowest levels in basal-like or TNBC patients compared to Luminal A, Luminal B and HER2 subtypes (Fig 2F). Highest levels of *PDCD4-AS1* were observed in stage Tis (stage 0, pre-cancer) breast samples compared to samples from the more aggressive stages of BC (Fig 2G). Finally, the elevated levels of *PDCD4-AS1* were correlated with better survival rate in a cohort of BC patients (Fig 2H). Similar to *PDCD4-AS1*, TNBC patient samples showed lowest levels of *PDCD4* mRNA, and higher *PDCD4* mRNA levels correlated with better survival in BC patients, further supporting its role as a potential tumor suppressor (S1C and S1E Fig). Our results indicate that the levels of *PDCD4-AS1* and *PDCD4* mRNA are co-regulated in BC cell lines and in BC patients. Low expression of *PDCD4-AS1* in BC patient samples as well as better survival of patients with higher levels of *PDCD4-AS1* implies that *PDCD4-AS1*, similar to its sense partner *PDCD4*, might function as a tumor suppressor.

**Fig 2:**
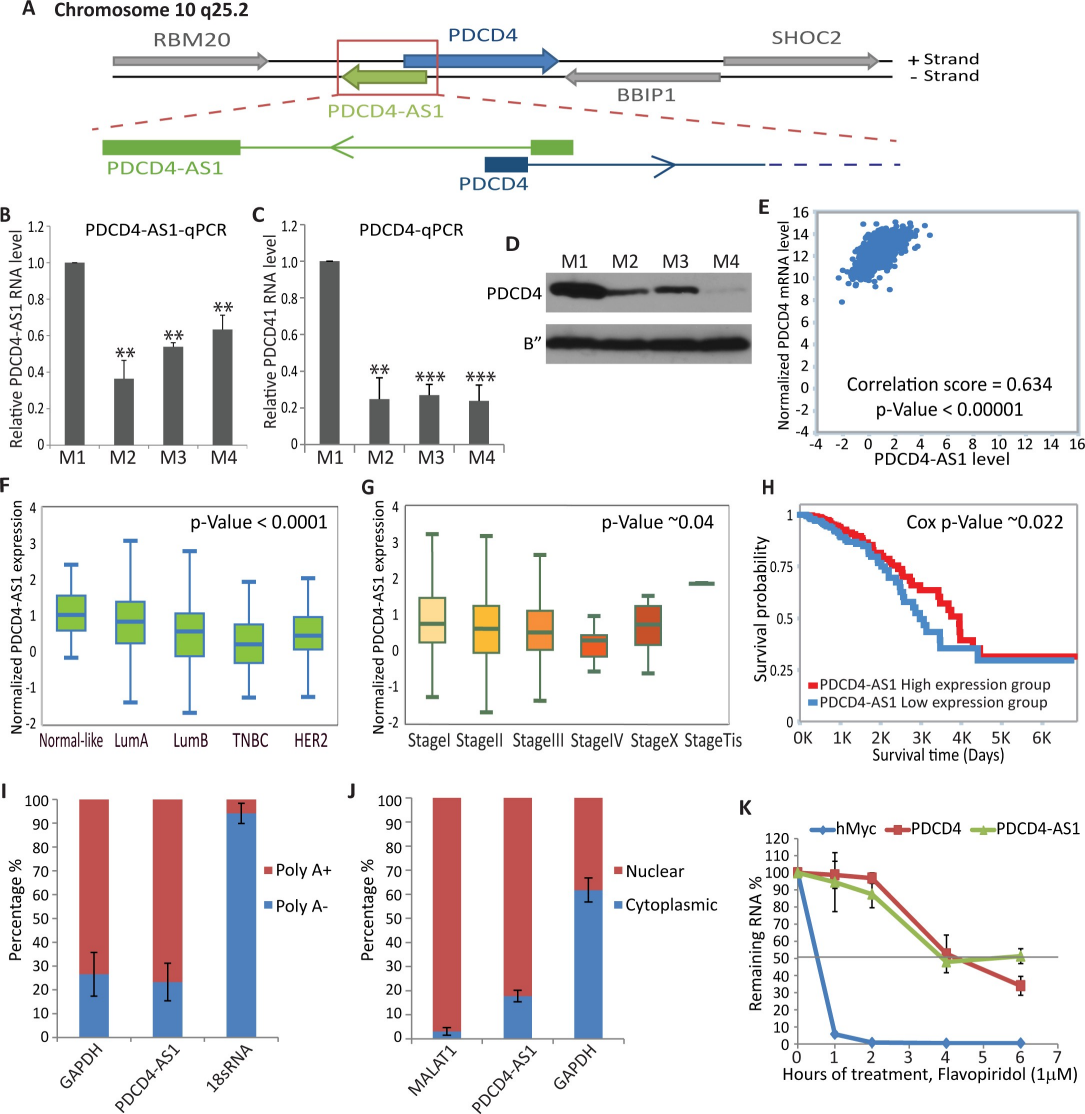
*PDCD4-AS1* is a stable nuclear-enriched lncRNA that shows concordant pattern of expression with its coding partner *PDCD4*. A) Schematic representation of *PDCD4/PDCD4-AS1* gene locus. B) *PDCD4-AS1* RNA level measured by RT-qPCR in M1- M4 TNBC cells. C) *PDCD4* mRNA level measured by RT-qPCR in M1- M4 TNBC cells. D) Immunoblot analysis shows the relative levels of PDCD4 protein in M1- M4 cells. E) Correlation analysis between *PDCD4* and *PDCD4-AS1* RNA in TCGA breast cancer dataset, analyzed by TANRIC platform. F) *PDCD4-AS1* RNA level in different subclasses of breast cancer patients, analyzed by TANRIC platform. G) *PDCD4-AS1* RNA level in different stages of breast cancer patients analyzed by TANRIC platform. H) Kaplan–Meier analysis to depict the survival rate in TCGA breast cancer patients with high and low levels of *PDCD4-AS1*, analyzed by TANRIC platform. I-J) RT-qPCR analyses in poly A^+^ and poly A^-^ (I) and nuclear and cytoplasmic fractionated RNA (J) from M1 cells. K) RT-qPCR to quantify the stability of *PDCD4-AS1* and *PDCD4* mRNA using RNA from M1 cells treated with Flavopiridol (1M) for indicated time points (0, 1,2,4 and 6 hrs). Error bars in (B, C, J & K) represent mean ± SEM of N≥3 independent experiments (biological replicates). *P<0.05, ** P< 0.01 and ***P<0.001 using Student’s t test.

RNA-seq and RT-qPCR analyses in M1 cells determined *PDCD4-AS1* as a multi-exonic (two exons), ~778 nts long polyadenylated transcript (S1F Fig & S2I Fig). CPAT algorithm (Coding Potential Assessing Tool) identified *PDCD4-AS1* as a noncoding RNA, as its coding potential score was relatively low and comparable to other well-established lncRNAs such as *MALAT1* (S1G Fig). Further, cellular fractionation followed by RT-qPCR assays indicated that *PDCD4-AS1* lncRNA was enriched in the nuclear fraction in mammary epithelial cells (Fig 2J). Finally, we determined the turnover rate of *PDCD4-AS1* in M1 cells. RNA stability assay indicated that *PDCD4-AS1* is a relatively stable transcript, and it displayed similar stability to its protein-coding partner *PDCD4* mRNA (t_1/2_ of ~4hrs; Fig 2K). Our results identify *PDCD4-AS1* as a stable, poly A^+^ lncRNA that is enriched in the nucleus.

*PDCD4* was initially identified as a tumor suppressor gene that was upregulated during serum starvation or cellular quiescence [19]. To test whether *PDCD4-AS1* is also induced under conditions that activate *PDCD4*, we determined the expression of *PDCD4* and *PDCD4-AS1* in asynchronous and quiescent (serum-starved) M1 cells (S2A Fig and S2B Fig). RT-qPCR and immunoblot data revealed elevated levels of both *PDCD4* (mRNA and protein) and *PDCD4-AS1* RNA in quiescent cells (S2C Fig & S2D Fig). Our results indicate that *PDCD4-AS1* shows co-regulated expression with its protein-coding partner *PDCD4*.

### PDCD4-AS1 negatively regulates cell migration of mammary epithelial cells

Since a lower level of *PDCD4-AS1* RNA was associated with poor survival in breast cancer patients, and since it showed positive correlated expression with the tumor suppressor gene *PDCD4* both in breast cancer cells and in patients, we evaluated whether *PDCD4-AS1* contributes to cancer-associated phenotypes. We stably depleted *PDCD4-AS1* transcripts by using three independent shRNAs targeting the sequences of *PDCD4-AS1* (exon 2) that were not overlapping with *PDCD4* mRNA (S3A Fig & S3B Fig) in non-tumorigenic mammary epithelial (M1) cells. RT-qPCR revealed that *PDCD4-AS1* shRNA successfully depleted both nuclear and cytoplasmic pool of *PDCD4-AS1* (S3C Fig). Next, we analyzed the migration potential of control and *PDCD4-AS1*-depleted cells. M1 cells depleted of *PDCD4-AS1* showed enhanced migration as observed by both transwell migration and wound healing assays (Fig 3A–3D). Next, we overexpressed the full length *PDCD4-AS1* in highly tumorigenic and metastatic M4 cells (M4 cells contain lower levels of endogenous *PDCD4-AS1*) and determined the effect on cell migration and long-term cell proliferation. We observed that *PDCD4-AS1*-overexpressing M4 cells showed significant reduction in their ability to migrate (Fig 3Ea-b) and displayed reduced proliferation (Fig 3Ec-d). It is known that tumor suppressor PDCD4 inhibits cell proliferation [38]. Flow cytometric analyses revealed increased population of S and G2/M in *PDCD4*-depleted M1 cells (Fig 3F and 3G). Similarly, *PDCD4-AS1*-depleted M1 cells also showed increased population of S and G2/M cells (Fig 3H & 3I). Collectively, these results indicate that both *PDCD4* and *PDCD4-AS1* negatively regulate cell proliferation in human mammary cells.

**Fig 3:**
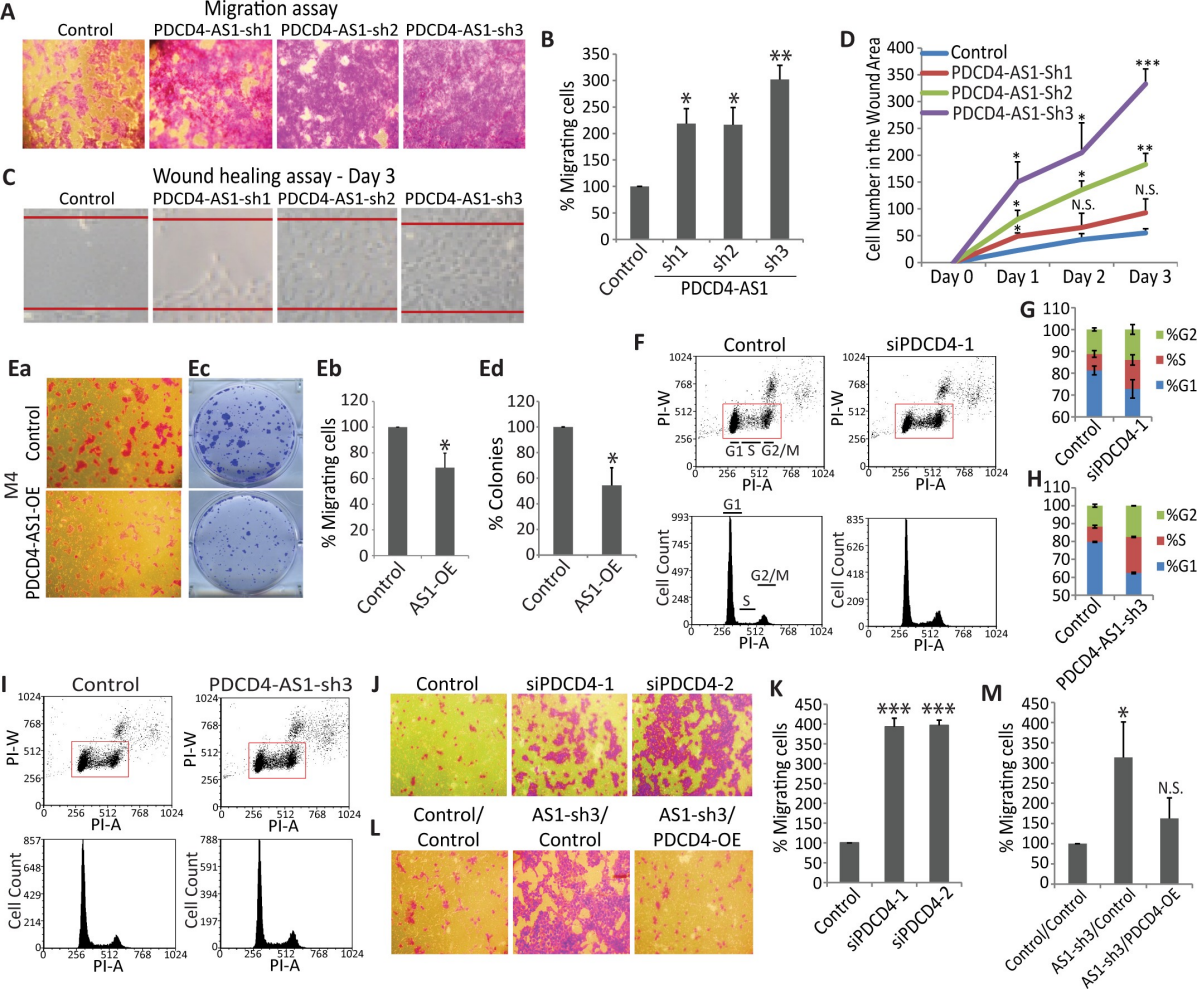
*PDCD4-AS1* negatively regulates cell proliferation and migration. A-B) Transwell migration assay in control and *PDCD4-AS1*-depleted M1 cells. C-D) Wound healing assay in control and *PDCD4-AS1* depleted M1 cells. Images were taken at Day 0, 1, 2 and 3 after wound creation; the magnified image of Day 3 in control and *PDCD4-AS1* depleted cells is shown in the figure C. Ea,b) Transwell migration assay in M4 cells that are overexpressing *PDCD4-AS1*. Ec,d) Long-term anchorage-dependent plastic colony formation assay in M4 cells upon *PDCD4-AS1* overexpression. F-G) Cell cycle flow cytometry in control and *PDCD4-*depleted M1 cells. H-I) Cell cycle flow cytometry in control and *PDCD4-AS1*-depleted M1 cells. J-K) Transwell migration assay in control and *PDCD4*-depleted M1 cells. L-M) Transwell migration assay in control and *PDCD4*-overexpressing M1 cells that are depleted of *PDCD4-AS1* (AS-sh3). Error bars in (B, D, Eb, Ed, G, H, K & M) represent mean ± SEM of N≥3 independent experiments (biological replicates). *P<0.05, ** P< 0.01 and ***P<0.001 using Student’s t test. NS depicts not significant results.

We observed that depletion of *PDCD4-AS1* increased cell cycle progression, and migratory properties of M1 cells. Depletion of *PDCD4* is also known to promote tumorigenic properties of human cells (For review please see [37]). Similar to what we observed upon depletion of *PDCD4-AS1*, *PDCD4*-depleted M1 cells also showed enhanced cell cycle progression and cell migration (Fig 3F and 3G & Fig 3J and 3K). Based on this, we hypothesize that *PDCD4-AS1* negatively regulates tumorigenic properties of cells via modulating the expression of *PDCD4*. To determine whether *PDCD4-AS1* acts upstream of *PDCD4*, we exogenously expressed of *PDCD4* in *PDCD4-AS1*-depleted M1 cells and tested the effect on cell migration phenotype (S4A Fig). Trans-well migration assays revealed that M1 cells transiently overexpressing *PDCD4* alone did not show any significant change in their ability to migrate *in vitro* (S4A Fig), while *PDCD4-AS1*-depleted control cells displayed increased migration (Fig 3A and 3B & L [left and middle panels]). In contrast, overexpression of *PDCD4* in cells that were stably depleted of *PDCD4-AS1* rescued the enhanced migration, as these cells showed comparable levels of migration to control cells (Fig 3L and 3M; compare left and right panels in 3L). Based on these results, we hypothesize that *PDCD4-AS1* negatively regulates cellular migration via modulating *PDCD4* expression/activity.

### *PDCD4-AS1* promotes the stability of *PDCD4* mRNA

To determine whether *PDCD4-AS1* negatively regulates cell proliferation and cell migration by regulating the expression of *PDCD4* in *cis*, we examined the level of *PDCD4* mRNA and protein in M1 cells stably depleted of *PDCD4-AS1* using shRNAs. We observed that *PDCD4-AS1*-depleted cells showed consistent reduction in the levels of *PDCD4* mRNA and protein (Fig 4A & Fig 4B). In addition, cells depleted of *PDCD4-AS1* using modified antisense DNA oligonucleotides (GAPMER ASOs) against *PDCD4-AS1* also showed reduction in the levels of *PDCD4* mRNA (S3D Fig). Also, cells treated with *PDCD4-AS1* specific ASOs displayed cell cycle defects that were similar to *PDCD4-AS1* shRNA-treated cells (S3E Fig). In addition, cell fractionation followed by RT-qPCR in control and *PDCD4-AS1*-depleted cells showed significant reduction in the levels of *PDCD4* in the nuclear pool, supporting the argument that *PDCD4-AS1* primarily functions in the nucleus (S3F Fig). Cells depleted of *PDCD4* using two independent *PDCD4* specific siRNAs did not show similar decrease in the levels of *PDCD4-AS1* transcript (Fig 4C & 4D). In case of *PDCD4-AS1*-mediated regulation of *PDCD4*, we tested whether depletion of *PDCD4-AS1* also alters the expression of other genes located in close genomic proximity. RT-qPCR analyses revealed that the expression of several other genes (*BBIP1*, *SHOC2 and RBM20* [Fig 2A] that are located in genomic regions close to *PDCD4-AS1/PDCD4* locus remained unaltered upon *PDCD4-AS1* or *PDCD4* depletion (S4B Fig & S4C Fig). These results imply that *PDCD4-AS1* positively and specifically regulates the expression of its sense transcript.

**Fig 4:**
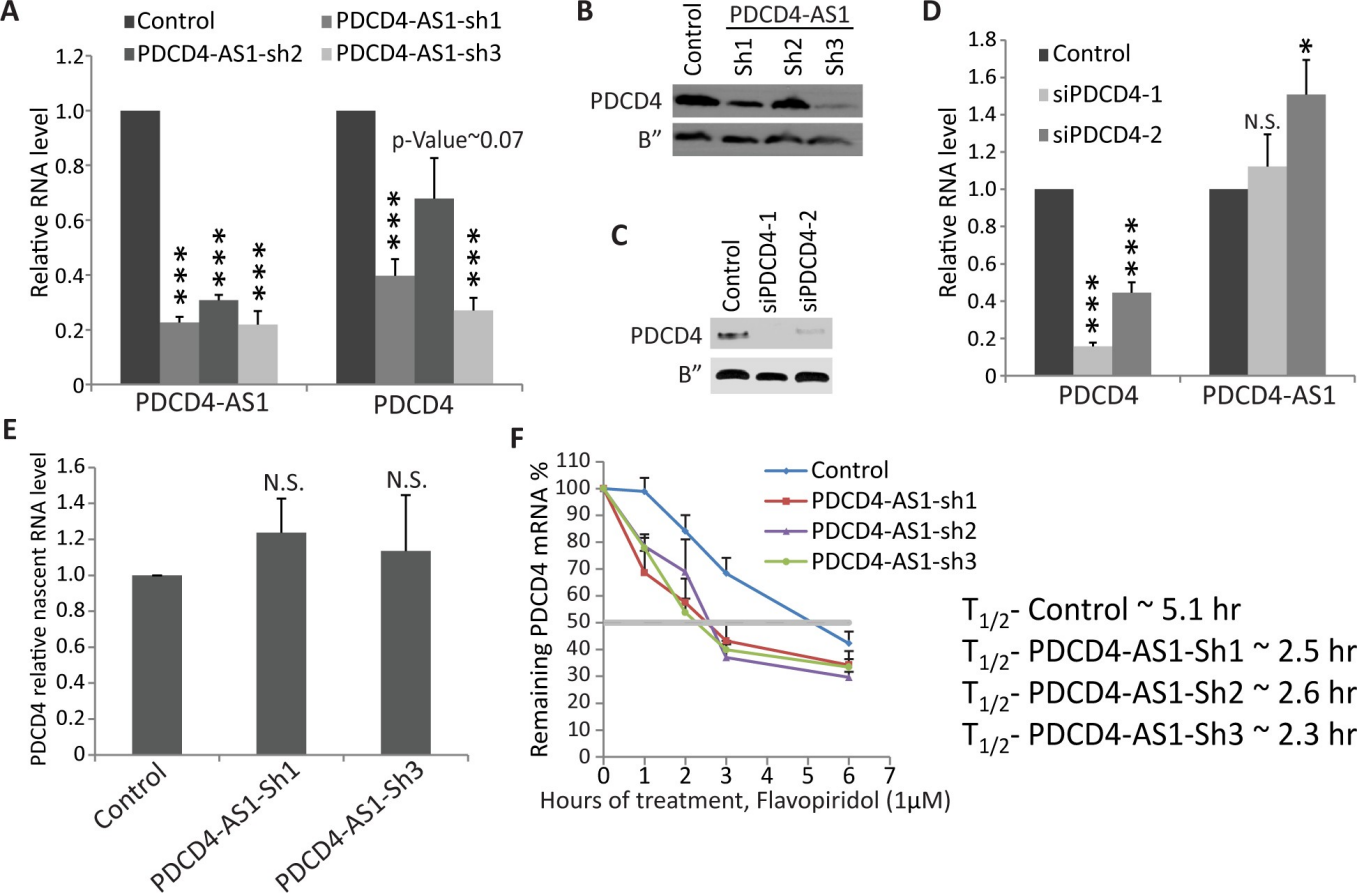
*PDCD4-AS1* promotes the stability of *PDCD4* mRNA. A) *PDCD4* and *PDCD4-AS1* RNA level measured by RT-qPCR in control and *PDCD4-AS1*-depleted M1 cells. B) PDCD4 protein level in control and *PDCD4-AS1*-depleted M1 cells. C) *PDCD4* and *PDCD4-AS1* RNA level measured by qPCR in control and *PDCD4*-depleted M1 cells. D) PDCD4 protein level in control and *PDCD4*-depleted M1 cells. E) Nascent RNA assay in control and *PDCD4-AS1*-depleted M1 cells. F) RT-qPCR to quantify *PDCD4* mRNA stability assay using RNA from control and *PDCD4-AS1*-depleted M1 cells treated with Flavopiridol (1M) for indicated time points (0, 1,2,3 and 6 hrs). Error bars in (A, D, E & F) represent mean ± SEM of N≥3 independent experiments (biological replicates). *P<0.05, ** P< 0.01 and ***P<0.001 using Student’s t test. N.S. represents not significant result.

NATs could regulate the expression of their sense partner genes either by influencing transcription or by modulating post-transcriptional processing of sense transcripts (for review please see [33]). To determine whether *PDCD4-AS1* regulates the transcription of *PDCD4* gene, we quantified the levels of nascent *PDCD4* pre-mRNA in control and *PDCD4-AS1*-depleted cells by nascent RNA capture followed by RT-qPCR analysis. *PDCD4-AS1*-depleted M1 cells did not show any significant change in the total levels of nascent *PDCD4* pre-mRNA, indicating that *PDCD4* transcription remained unaffected in cells lacking *PDCD4-AS1* (Fig 4E). Next, to test whether *PDCD4-AS1* influenced post-transcriptional processing of *PDCD4* mRNA, we performed RNA stability assay. We treated control and *PDCD4-AS1*-depleted cells with an RNA polymerase II transcription inhibitor Falvopiridol (1μM), collected samples at several time points post drug treatment, and performed RT-qPCR analyses to determine the relative levels of *PDCD4* mRNA. Control cells displayed a half-life of ~5 hrs for *PDCD4* mRNA (Fig 4F). However, cells depleted of PDCD4-AS1 showed ~50% reduction in the stability of *PDCD4* mRNA (half-life ~2.5 hrs) (Fig 4F). These results indicate that *PDCD4-AS1* positively regulates the stability of *PDCD4* mRNA.

### *PDCD4-AS1* promotes *PDCD4* mRNA stability by modulating the association of RNA-binding proteins to *PDCD4* mRNA

NATs regulate the stability of their sense RNAs by forming RNA duplex [39,40]. Among the several NATs that are involved in conferring mRNA stability, only a few have been shown to form RNA:RNA duplex with their sense RNAs [41,42]. In the case of *PDCD4-AS1/PDCD4* pair, the 5’end of both the transcripts, including exon 1 and part of intron 1, showed complete complementarity (Fig 5A; relative position within *PDCD4-AS1* is highlighted in red lines). In addition, two other repetitive sequence elements located within exon 2 of *PDCD4-AS1* show significant complementarity with sequences within the 3’UTR of *PDCD4* mRNA. A 258 nt long sequence (position 523–778 in exon 2) in *PDCD4-AS1* shows 75% complementarity to a sequence within the 3’UTR *PDCD4* mRNA (position 3164–3417). Besides this one, another shorter repeat of 103 nts long (position 204–306 of exon 2) in *PDCD4-AS1* also shows 82% complementarity with the *PDCD4* mRNA 3’UTR (position 3134–3236) (S4D Fig), indicating that multiple elements within *PDCD4-AS1* and *PDCD4* mRNA could complement to form RNA duplexes. To determine whether *PDCD4-AS1* and *PDCD4* RNA form RNA-duplex under *in vivo* conditions, we initially performed double-strand RNase protection assays as reported earlier [43,44]. RNaseA specifically cleaves the single-stranded RNAs but have no activity on double-stranded/duplex RNAs. RNase protection assays revealed regions within *PDCD4-AS1* and *PDCD4* mRNA that were protected from RNaseA treatment, implying the presence of RNA duplex under *in vivo* conditions (Fig 5B). We used *BACE1/BACE1-AS* pairs as a positive control [43] (Fig 5B). Next, we performed RNA pulldowns followed by RT-qPCR to test physical association between *PDCD4-AS1* and *PDCD4* RNAs [42]. Towards this, we incubated biotin-labeled *PDCD4-AS1* with cell extracts and performed RNA pulldowns using streptavidin-coated beads, followed by RT-qPCR assays. We observed significant interaction between *PDCD4-AS1* and endogenous *PDCD4* RNA in the pulldown experiment (Fig 5C).

**Fig 5:**
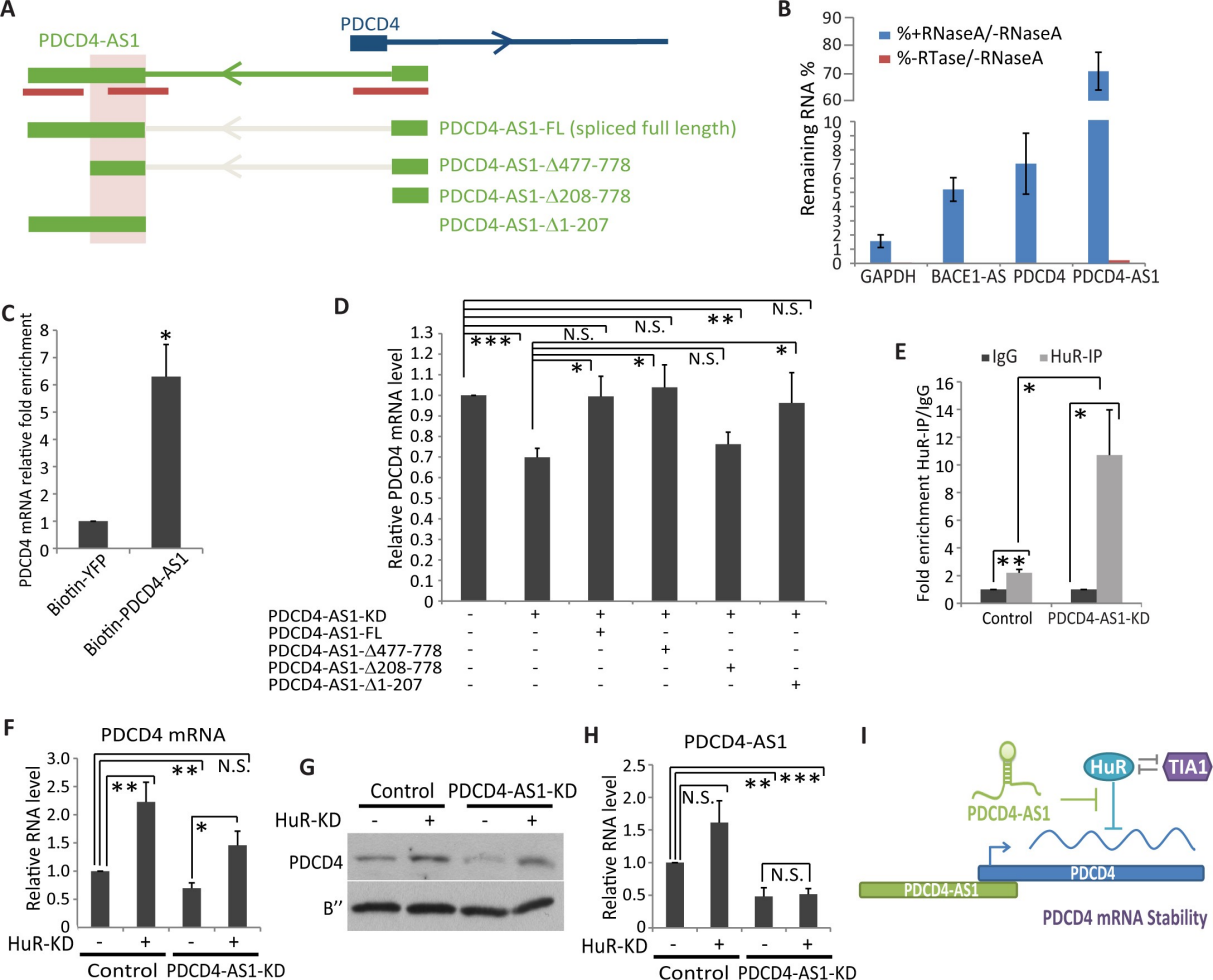
*PDCD4-AS1* forms RNA duplex with *PDCD4* mRNA and regulates the association of RNA decay factors to *PDCD4* mRNA. A) Schematic representation of *PDCD4-AS1/PDCD4* gene locus, and *PDCD4-AS1* full-length and mutants that are used for rescue assay. Red bars show regions of *PDCD4-AS1* with potential complementarity to *PDCD4* mRNA. Shaded region represents the minimum region within *PDCD4-AS1* that is required for stabilizing the level of *PDCD4* mRNA. B) RT-qPCR analyses followed by RNase protection assay. GAPDH is used as negative control where as *BACE-AS1* is used as positive control. C) Affinity RNA pulldown assay followed by RT-qPCR to quantify the interaction between *PDCD*4 and biotin-*PDCD4-AS1*. D) RT-qPCR to quantify the relative levels of *PDCD4* mRNA in *PDCD4-AS1*-depleted M1 cells overexpressing vector alone or other *PDCD4-AS1* constructs. E) RT-qPCR to quantify the levels of *PDCD4* mRNA post HuR-RIP in control and *PDCD4-AS1*-depleted M1 cells. F) RT-qPCR to detect *PDCD4* mRNA level in HuR-depleted control and *PDCD4-AS1*-depleted cells. G) PDCD4 protein level in HuR-depleted control and *PDCD4-AS1*-depleted cells. H) RT-qPCR to detect *PDCD4-AS1* RNA level in HuR-depleted control and *PDCD4-AS1*-depleted cells. I) Proposed model showing the mode of action of *PDCD4-AS1* in promoting the stability of *PDCD4* mRNA by attenuating the association of HuR to the 3UTR of *PDCD4* mRNA. Error bars in (B, C, D, E, F & H) represent mean ± SEM of N≥3 independent experiments (biological replicates). *P<0.05, ** P< 0.01 and ***P<0.001 using Student’s t test. N.S. represents not significant change.

Next, we determined to identify sequence elements within *PDCD4-AS1* that play crucial roles in promoting *PDCD4* mRNA stability. To this end, we generated full length and three mutant *PDCD4-AS1* constructs (*PDCD4-AS1*-FL, *PDCD4-AS1*Δ208–778, *PDCD4-AS1*Δ477–778, *PDCD4-AS1*Δ1–207), each of the mutants lacks specific sequence elements that contain *PDCD4* complementary sequences (Fig 5A). We expressed these constructs in control and endogenous *PDCD4-AS1*-depleted M1 cells and determined the effect on endogenous *PDCD4* mRNA levels. RT-qPCR assays in nuclear and cytoplasmic fractionated cell extracts revealed that the transiently expressed full-length and mutant RNAs were localized in both the nucleus and cytoplasm (S4E Fig & S4F Fig). Interestingly, endogenous *PDCD4-AS1*-depleted M1 cells expressing *PDCD4-AS1-FL*, *PDCD4-AS1*Δ1–207 and *PDCD4-AS1*Δ477–778 RNA rescued *PDCD4* mRNA levels (Fig 5D). However, *PDCD4-AS1*Δ208–778 construct, which lacks the second exon of *PDCD4-AS1*, expressing cells failed to rescue the level of *PDCD4* mRNA. Furthermore, RNA stability assays revealed that both *PDCD4-AS1*Δ1–207 and *PDCD4-AS1*Δ477–778 and not *PDCD4-AS1*Δ208–778 rescued the overall stability of *PDCD4* mRNA (S4G Fig). Based on this, we conclude that sequence elements within the exon 2 of *PDCD4-AS1*, which display complementarity to the 3’UTR of *PDCD4* mRNA play crucial roles in stabilizing *PDCD4* mRNA.

Association of RNA-binding proteins (RBPs) to 3’UTRs is known to influence the cellular levels of *PDCD4* mRNA. It was reported recently that RBPs such as HuR (human antigen R) and TIA1 (T-Cell intracellular antigen-1) recognize overlapping sequence within *PDCD4* mRNA 3’UTR, and positively regulate *PDCD4* mRNA levels [45]. Hence, we sought to determine if *PDCD4-AS1* regulates the stability of *PDCD4* mRNA by influencing the binding of these RBPs to *PDCD4* mRNA 3’UTR. ENCODE eCLIP data set identified several potential binding sites of HuR and TIA1 on *PDCD4* RNA [46]. We performed RNA-immunoprecipitation (RIP) under crosslinking conditions using HuR or TIA1 antibody followed by RT-qPCR to determine the interaction between endogenous HuR or TIA1 and *PDCD4* mRNA in control and *PDCD4-AS1*-depleted cells. RIP assays in control cells revealed that both HuR and TIA1 interacted with *PDCD4* mRNA (Fig 5E & S4H Fig). *PDCD4-AS1*-depleted cells showed reduced interaction between TIA1 and *PDCD4* mRNA (S4H Fig). On the contrary, *PDCD4-AS1*-depleted cells showed significantly enhanced interaction between HuR and *PDCD4* mRNA (Fig 5E). Altered interaction of TIA1 or HuR with *PDCD4* mRNA in *PDCD4-AS1*-depleted cells was not due to overall changes in the total cellular levels of RBPs (S4I Fig). Next, we examined if the depletion of HuR and TIA1 would affect the PDCD4 mRNA levels in mammary epithelial cells. Contrary to the earlier report, [45], TIA1-depleted mammary cells did not reduce the levels of *PDCD4* mRNA (S4J Fig & S4K Fig). On the other hand, HuR depletion significantly increased *PDCD4* mRNA and protein levels in control cells, indicating that in mammary epithelial cells HuR negatively regulates the levels of *PDCD4* mRNA (Fig 5F and 5G & S4L Fig). Finally, depletion of HuR in *PDCD4-AS1-*depleted M1 cells rescued the levels of *PDCD4* mRNA and protein (Fig 5F–5H). On the other hand, HuR depletion did not significantly alter the levels of *PDCD4-AS1* RNA, indicating that HuR functions downstream of *PDCD4-AS1* in the *PDCD4-AS1*: *PDCD4*: HuR axis (Fig 5H). Thus, we conclude that *PDCD4-AS1* promotes *PDCD4* mRNA stability by negatively regulating HuR binding to *PDCD4* mRNA. It is likely that the reduced binding of TIA1 to *PDCD4* mRNA in *PDCD4-AS1*-depleted cells is a consequence of enhanced interaction of HuR to the same sequence elements, which also interact with TIA1.

## Discussion

In the present study, we have attempted to understand the involvement of lncRNAs that are differentially expressed in TNBC cell lines, in cancer cell properties. We focused our efforts on NATs and in particular, the roles played by *PDCD4-AS1* in regulating the expression of its sense partner, *PDCD4*. We selected *PDCD4-AS1/PDCD4* pair for mechanistic studies due to the following reasons. First, *PDCD4* is a tumor suppressor gene, and shows reduced expression in several types of cancer, including BC [20,47,48,49,50,51,52,53,54,55,56,57]. Second, both *PDCD4-AS1* and *PDCD4* show concordant expression in BC cell lines and in TNBC patient samples. Finally, clinical survival data in BC patients revealed that similar to *PDCD4* gene, lower expression of *PDCD4-AS1* reduced overall patient survival, implying a tumor suppressor role for *PDCD4-AS1*. PDCD4 is a homolog of eukaryotic translation initiation factor 4G (EIF4G), and by forming a complex with EIF4A1, PDCD4 reduces the interaction between EIF4A1 and EIF4G, thereby inhibiting EIF4A1’s helicase activity. PDCD4 negatively regulates the translation of several oncogenes such as *Cyclins*, *B-Myb* and *c-Myb* [58,59]. Because of its critical role in several vital biological processes, its cellular level under normal physiological conditions is tightly regulated via several transcriptional and post-transcriptional regulatory mechanisms [60,61,62,63,64,65,66]. Our studies, demonstrating the role of *PDCD4-AS1* in enhancing the cellular levels of *PDCD4* adds another layer of complexity in *PDCD4* regulation during BC progression.

NATs are widely present in the human genome, and on an average ~38% of genomic loci in cancer cells express sense: anti-sense pairs [35]. However, NATs are expressed in much lower levels compared to sense transcripts, are mostly enriched in the nucleus, and several of them are shown to influence the expression of their sense partners via *cis-*mediated gene regulation [35]. Similar to earlier observations, we observed aberrant expression of a significant percentage of NATs during BC progression [31,34,35]. Moreover, we observed that several of the NATs expressed from cancer-associated gene loci showed concordant expression with the oncogenic or tumor suppressor sense partner genes and also displayed survival significance in patients, implying their potential involvement in contributing to the molecular pathology of BC progression and or metastasis.

We observed that *PDCD4-AS1* promotes the stability of *PDCD4* mRNA in TNBC cells. *PDCD4-AS1* depletion did not alter *PDCD4* transcription significantly while it compromised the stability of *PDCD4* mRNA. Further, we observed that *PDCD4-AS1* forms RNA duplex with *PDCD4* mRNA, and exon 2 of *PDCD4-AS1* contains sequence elements that promote *PDCD4* mRNA stability. *PDCD4-AS1* could utilize multiple mechanisms to enhance RNA stability. It is possible that by forming RNA duplex, *PDCD4-AS1* could prevent RNase-mediated degradation of *PDCD4* mRNA, as observed in the case of FGFR3-AS1 [67]. Additionally, such RNA duplexes could prevent the binding of miRNAs to the 3’UTR of *PDCD4* mRNA, thereby stabilizing the transcript, as observed in the case of *BACE-AS1/BACE1* pair [33,43]. However, it is quite unlikely that *PDCD4-AS1* promotes *PDCD4* mRNA stability via regulating miRNA binding. Unlike *BACE-AS1*, *PDCD4-AS1* is predominantly localized in the nucleus, and stabilizes nuclear pool of *PDCD4* RNA. A recent study also reported the role of NAT in regulating the expression of its sense partner by modulating chromatin organization [68]. *VIM-AS1* transcribed from *Vimentin (VIM)* gene locus positively regulates *VIM* expression by forming RNA:DNA R-loop structure [68]. Disruption of *VIM-AS1*-mediated R-loop structure compromised *VIM* expression by inducing local chromatin compaction as well as reduced association of transcription factors to *VIM* promoter. In the case of *PDCD4-AS1*, its depletion did not significantly change *PDCD4* transcription, indicating that *PDCD4-AS1* might not act *via* such a mechanism.

Alternatively, *PDCD4-AS1* by forming RNA duplex with *PDCD4* RNA could influence the binding of RNA-binding proteins (RBPs) to *PDCD4* mRNA. We observed that *PDCD4-AS1* negatively regulates the association of HuR with *PDCD4* mRNA. HuR-depletion studies in M1 cells further identified HuR as a destabilizer of *PDCD4* mRNA. HuR/ELAVL1 is a U-/AU-rich element interacting RBP that is known to regulate mRNA stability. (For review on HuR in breast cancer cells please see [69]. Several recent studies have described the role of HuR in destabilizing RNAs [70,71,72,73,74]. For example, HuR utilizes AUF1, Ago2 or let-7 miRNA as co-factors to enhance the decay of *p16(INK4)* and *MYC* mRNAs [73,74]. HuR also promotes the early steps of myogenesis by destabilizing *nucleophosmin*/*NPM* mRNA [72]. We recently reported that in mouse cells, double stranded RNA binding protein ADAR1 & 2 negatively regulates HuR-mediated degradation of a significant number of RNAs [70,71]. Earlier studies have observed that NATs by forming RNA duplex with regions of mRNA containing AU-rich sequences, influences that association of AU-rich interacting RNA decay factors, thereby controlling mRNA stability [75,76]. For example, an antisense RNA from *HIF1α* locus destabilizes one of the isoforms of HIF1α by binding to it and exposing the AU-rich sequence element within the HIF1α 3’UTR [76]. On the other hand, a NAT transcribed from the *Bcl2/IgH* hybrid gene stabilizes the mRNA by masking the AU-rich sequence element [75]. In the present study, we observed that HuR destabilizes *PDCD4* mRNA. The molecular mechanism underlying *PDCD4-AS1*-mediated inhibition of HuR/*PDCD4* RNA interactions remained to be determined. It is known that a significant proportion of HuR is localized in the nucleus, and we have previously shown that nuclear pool of HuR destabilizes RNA [70,71]. Based on this, we hypothesize that the formation of RNA duplex between *PDCD4-AS1* and *PDCD4* RNA in the nucleus occludes the binding of HuR to the *PDCD4* RNA, thereby stabilizing *PDCD4* RNA (Fig 5I).

At present, it is not clear how NATs, which in general are present in lower copy numbers (~10–100 fold) than their sense protein coding transcripts modulate post-transcriptional RNA processing in *cis* [35]. For example, *Wrap53*, a NAT that is expressed at 100-fold lower levels than its sense partner, the tumor suppressor *p53* gene, positively regulates the stability of *p53* mRNA [42]. Similarly, low copy NAT, *iNOS-AS* (expressed in 7 fold lower) transcribed from *iNOS* locus interacts with the 3’UTR of *iNOS* RNA and positively regulates its stability [77,78]. As a matter of fact, the question of how low copy NATs regulate post-transcriptional processing of their sense transcripts remains an “unresolved conundrum” in the antisense-RNA field [79]. At present, there is no convincing molecular explanation of how NATs regulate the stability of high copy sense RNAs. Several studies have posed models to explain potential mode of action [42,80]. It is suggested that transient association of NAT with its sense RNA allows one NAT molecule to interact with multiple sense transcripts in a ‘hit and run’ fashion [42]. Such interactions could initiate local changes in sense RNA structure that favor or inhibit the binding of RBPs [42]. In a “recycling hypothesis” model, short complementary regions within the sense RNA:NAT pair promote intermolecular RNA:RNA interactions [80]. These interactions are transient and unstable due to the low melting temperature of the small duplex, and trigger conformational changes in the sense RNA, allowing either enhanced accessibility of a stabilizing RNA-binding protein or decreased affinity of an RNA decay factor to RNA, thereby modulating RNA stability. Once an RNP complex is formed, and the sense RNA is stabilized, the NAT is released from the complex and is recycled to stabilize another RNA molecule [80]. We observed that *PDCD4-AS1* is expressed ~18 fold lower than *PDCD4* mRNA in total cell extracts. However *PDCD4-AS1*/*PDCD4* ratio in the nucleus, especially at their site of transcription will be much higher due to the fact that a major fraction of *PDCD4-AS1* is enriched in the nucleus, where as most of the *PDCD4* mRNA is exported to the cytoplasm. Based on these data, we hypothesize that transient interaction between *PDCD4-AS1* and *PDCD4* RNA in the nucleus, preferentially at the site of transcription, trigger conformational changes in *PDCD4* RNA, resulting in differential binding of RBPs, such as HuR (decay factor) and AUF1 (stabilizing factor) to *PDCD4* RNA. In this scenario, a single *PDCD4-AS1* RNA could interact with several *PDCD4* RNAs during its lifetime. In general, our studies have underscored the importance of a NAT in BC progression *via* its role in regulating the expression of a tumor suppressor sense partner. Future studies will unravel mechanistic roles of hundreds of other BC-deregulated lncRNAs in breast cancer biology.

## Material and methods

### Ethics statement

All of the patient RNA-seq data was obtained from the publicly available database, TCGA (https://cancergenome.nih.gov/), and no additional ethics approval was needed.

### 3D acini culture of M1-M4 cells

Acinar culture of M1-M4 cells was performed similar to three-dimensional culture of MCF10A cells described elsewhere [30]. Briefly, growth-factor reduced Matrigel was used to coat multi-well plates. A single-cell suspension of each of the cell lines M1-M4 was prepared. M2-M2 cells were suspended in an assay medium containing growth medium (DMEM/F12 containing 2% Horse serum, 1 mg/ml hydrocortisone, 1 mg/ml cholera toxin, 10 mg/ml insulin, 10 ng/ml EGF, and 1% penicillin/streptomycin as well as 2.5% Matrigel dissolved in the medium. M3-M4 cells are prepared in the same way but omitting the EGF in the medium. The cells were seeded at a concentration of 8000 cells/mL. Media was changed every fourth day. Cells were cultured for 8 days prior to harvesting.

### 2D cell culture

M1 and M2 cells were cultured in DMEM/F12 medium containing 5% horse serum supplemented with 100 U/mL penicillin, 100μg/mL streptomycin, 20ng/mL EGF (epidermal growth factor), 0.5 μg/mL Hydrocortisone, 100ng/mL Cholera toxin, 10 μg/mL insulin and 5% horse serum. M3 and M4 cells were cultured DMEM/F12 medium containing 5% horse serum supplemented with 100 U/mL penicillin, 100μg/mL streptomycin.

### RNA-seq of M1-M4 cells and bioinformatics analysis

8 (biological replicates of M1-M4) poly A+ RNA samples were pooled and sequenced in two lanes on HiSeq using Illumina TruSeq mRNA Prep Kit RS-122-2101 and paired-end sequencing. The samples have 163 to 256 million pass filter reads with a base call quality of above 94% of bases with Q30 and above. Reads of the samples were trimmed for adapters and low-quality bases using Trimmomatic software before alignment with the reference genome (Human—hg19) and the annotated transcripts using STAR. The average mapping rate of all samples is 96%. Unique alignment is above 87%. There are 3.74 to 4.07% unmapped reads. The mapping statistics are calculated using Picard software. The samples have 0.59% ribosomal bases. Percent coding bases are between 67–72%. Percent UTR bases are 23–26%, and mRNA bases are between 94–96% for all the samples. Library complexity is measured in terms of unique fragments in the mapped reads using Picard’s MarkDuplicate utility. The samples have 31–52% non-duplicate reads. In addition, the gene expression quantification in raw count format was performed for all samples using STAR/RSEM tools by the annotation of Gencode v19 and normalized by size factor implemented in DESeq2 package. We calculated the fold change gene expression based on FPKM data. We identified deregulated genes with >2 fold cut off and then made the overlap list between two biological repeats. RNA seq data is deposited to GEO (GEO accession number GSE120796).

### RNA extraction, RT PCR and quantitative PCR

Trizol reagent (Invitrogen) was used to extract total RNA according to manufacturer’s protocol. The concentration was measures using Nanodrop instrument (ThermoFisher SCIENTIFIC). RNA was treated with RNase-free DNase I (Sigma, USA) and cDNA was synthesized from RNA using High capacity reverse transcription kit (Applied Biosystem). Quantitative PCR was carried out by StepOnePlus system (Applied Biosystem). For gene specific primers please see S8 Table.

### Knockdown/overexpression experiments

*PDCD4* depletion was achieved by transfection with siRNA against GL3 (control) or siRNAs against *PDCD4* (40–50 nM con, IDT) for one round using Lipofectamine RNAiMax reagent (Invitrogen). *TIA1* depletion was performed using siRNA purchased from IDT. *HuR* depletion was carried out using siRNA as used in [81]. *PDCD4-AS1* knockdown was performed by shRNA lentivirus-mediated transduction. *PDCD4-AS1* depletion was achieved using gapmer ASOs at 200 nM final concentration (Ionis Pharmaceuticals Inc.). For overexpression, full-length *PDCD4* was purchased as pGEX6p1-*hPdcd4* from Addgene [82] and cloned into pCGT vector. Full length *PDCD4-AS1* and mutants were purchased as gblocks from IDT technology, cloned and expressed in pCGT vector, and empty vector was used as control.

### Cell migration assay

We used transwell migration chambers (Corning, Cat# 354578) and to perform migration assays as previously explained [17]. Briefly, cells were starved in a serum-free medium, which was then trypsinized, counted and seeded in serum-free medium in transwell chamber (8μM). We placed the cell containing chambers into a well containing serum (24-well plate). Cells were kept in incubator 37 C, 5% CO2 overnight. Migrating cells were stained by Crystal Violet 0.05% and counted the day after.

### Wound healing assay

The wound was created by 200 μl filter tips. After washing with PBS, serum-free medium was added to cells in order to discourage the cell proliferation. Images were taken at Day0, 1, 2 and 3 after wound creation to monitor the wound healing.

### Nascent RNA capture assay

Click-iT Nascent RNA capture kit (Invitrogen, Cat # C10365) was used to isolate nascent RNA following the product’s protocol. Then quantitative RT-qPCR was performed using gene-specific primers.

### RNA stability assay

Cells were treated with Flavopiridol (1M) and were collected at different time points post treatment. RNA extraction and RT-qPCR was carried out as explained above.

### RNA immunoprecipitation (RIP)

RIP was conducted as described before [71,83]. Briefly, RNA-Protein interactions were reversibly crosslinked by formaldehyde in cells. Cells were lysed and lysate was immunoprecipitated using Anti-HUR (HuR (3A2): sc-5261, Santa Cruz Biotechnology) and Anti-TIA1 antibody (TIA-1 (G-3): sc-166247, Santa Cruz Biotechnology). After RIP, we reversed cross-link and RNA extraction using Trizol LS (Invitrogen). DNase I treatment, reverse transcription and qPCR was performed as described above.

### Nuclear and cytoplasmic fractionation

As explained in [71], we washed cells with PBS and lysed in RSB buffer (10 mM Tris-HCl pH7.4, 100 mM NaCl, 2.5 mM MgCl2, RNase Inhibitor) supplemented with Digitonin (8 g/ml) (D141-100MG, Sigma-Aldrich, USA) for 10 min on ice. Lysate was centrifuged at 2000 rpm, 4°C, 10 min. Supernatant was collected as cytoplasmic fraction and RNA was extracted from with Trizol LS (Invitrogen). The pellet included the nuclear fraction. We washed the nuclear pellet with RSB-Digitonin solution one more time and then RNA was extracted using Trizol reagent (Invitrogen).

### Poly(A) fractionation

Poly(A) fractionation was performed as previously described [44]. In brief, NucleoTrap mRNA kit (Clontech) was used to fractionate Poly(A) plus and Poly(A) minus fractions following by extraction, RT and qPCR.

### RNase protection assay

The experiment was performed as described previously [44]. Cells were washed with PBS and lysed in lysis buffer (10 mM Tris pH 7.4, 3 mM CaCl2, 2 mM MgCl2, and 0.7% NP-40). Cell lysate was passed through needle (27.5 gauge) five times and then incubated on ice for 10 minutes. The final solution was adjusted to DNase I (Sigma) 12.5 units/ml and 125 mM NaCl. The lysate was divided to two fractions. To one fraction RNase A (QIAgen) and the other fraction RNAse Inhibitor was added to final concentrations of 200 ng/ml and 250 units/ml; respectively. Then, solutions were incubated at 37°C for 40 minutes. RNA was extracted using Trizol LS (Invitrogen).

### Biotin RNA pulldown assays

*PDCD4-AS1* and YFP (-ve control) full-length cDNA cloned in pGEM-Teasy plasmids were *in vitro* transcribed to generate biotinylated RNA (Biotin Labeling Mix; Roche). M1 whole cell extract was incubated with biotin-labeled transcripts followed by streptavidin-mediated RNA pull down. Then RNA extraction, RT-PCR and qPCR were performed to analyze potential RNA: RNA interactions.

## Supporting information

S1 Fig *PDCD4-AS1* lncRNA and *PDCD4* show reduced expression during BC progression. A) RNAseq signals, corresponding to *PDCD4-AS1* in UCSC browser tracks in M1, M2, M3 and M4 cells. Signal intensity is adjusted (0–20). B) RNAseq signals, corresponding to *PDCD4* in UCSC browser tracks in M1, M2, M3 and M4 cells. Signal intensity is adjusted (0–1000). C) *PDCD4* RNA level in various subclasses of breast cancer samples. D) *PDCD4* RNA level in various stages of breast cancer patient samples. E) Kaplan–Meier analysis to depict the survival rate in TCGA breast cancer patients with high, medium and low levels of normalized expression of *PDCD4*. In C-E, we retrieved *PDCD4* expression data from TCGA-BRCA- gene expression- Illumina-HiSeq from UCSC Xena portal. The TCGA data statistical analysis was done using UCSC Xena portal. For plotting, raw data was downloaded from Xena and plotted using R. F) RNAseq signal in M1, corresponding to *PDCD4-AS1* annotation in UCSC browser. G) Coding probability of several RNA, including PDCD4-AS1, calculated by coding potential Assessing Tool (CPAT).
(TIF) Click here for additional data file.

S2 Fig *PDCD4* and *PDCD4-AS1* show induction during cellular quiescence. A) Flow cytometry analyses of Asynchronous and quiescent M1 cells. B) Percentage of cells at different cell cycle stage in asynchronous and quiescent M1 cells, observed by flow cytometry analyses. C) *PDCD4 and PDCD4-AS1* relative RNA levels in asynchronous and quiescent M1 cells. D) PDCD4 protein levels in biologically triplicate asynchronous and quiescent M1 cells. Error bars in (B) represent mean ± SEM of three independent experiments (biological replicates).
(TIF) Click here for additional data file.

S3 Fig A) Schematic representation of *PDCD4-AS1/PDCD4* gene locus, showing the position of three shRNAs (sh1-3) utilized to stably deplete *PDCD4-AS1*. B) RT-qPCR reveals significant depletion of *PDCD4-AS1* RNA in cells stably transfected with *PDCD4-AS1* shRNAs. C) RT-qPCR reveals significant depletion of *PDCD4-AS1* RNA in both nuclear and cytoplasmic fractions in M1 cells. D) RT-qPCR reveals significant depletion of *PDCD4-AS1* and *PDCD4 RNAs* in cells transfected with modified DNA antisense oligonucleotides (gapmers) against *PDCD4-AS1*. E) Cell cycle flow cytometry in control and *PDCD4-AS1* depleted M1 cells. F) RT-qPCR reveals significant depletion of *PDCD4* RNA upon PDCD4-AS1 KD in both nuclear and cytoplasmic fractions in M1 cells. Error bars in B represent mean ± SEM of N≥3 independent experiments (biological replicates). *P<0.05, ** P< 0.01 and ***P<0.001 using Student’s t test.
(TIF) Click here for additional data file.

S4 Fig *PDCD4-AS1* regulates the stability of *PDCD4* mRNA by influencing the association of RNA decay factors. A) PDCD4 immunoblot in cells transfected with vector or PDCD4 cDNA containing plasmid and transwell migration assay in control and *PDCD4*-overexpressing M1 cells. B) RT-qPCR to quantify the relative levels of *SHOC2, BBIP1, and RBM20* mRNA in control and *PDCD4-AS1* depleted M1 cells. C) RT-qPCR to quantify the relative levels of *PDCD4, SHOC2, BBIP1, RBM20* mRNA levels in control and *PDCD4* depleted M1 cells. D) *PDCD4* mRNA dot plot alignment with non-spliced *PDCD4-AS1* showing three potential complementarity regions. E) RT-qPCR to quantify the relative levels of *PDCD4-AS1* full-length and mutant RNA in endogenous *PDCD4-AS1*-depleted M1 cells overexpressing *PDCD4-AS1* constructs. F) RT-qPCR analyses in nuclear and cytoplasmic fractionated RNA from M1 cells overexpressing *PDCD4-AS1* constructs. G) RT-qPCR to quantify *PDCD4* mRNA stability assay using RNA from control and *PDCD4-AS1*-depleted M1 cells overexpressing *PDCD4-AS1* constructs treated with Flavopiridol (1M) for indicated time points. H) RT-qPCR to quantify the levels of *PDCD4* mRNA in IgG and TIA1 RIP in control and *PDCD4-AS1* depleted M1 cells. I) Immunoblot to detect TIA1 protein in control and *PDCD4-AS1* depleted M1 cells. J) TIA1 protein and K) *PDCD4* mRNA level in control and *TIA1*-depleted M1 cells. L) Immunoblot to detect HuR protein in control and HuR-depleted M1 cells. B”-U2snRNP is used as a loading control (A, I, J & L). Error bars in (B, C & G) represent mean ± SEM of three independent experiments (biological replicates).
(TIF) Click here for additional data file.

S1 Table Gene expression in M1, M2, M3 and M4 cells. (XLSX) Click here for additional data file.

S2 Table Genes deregulated in M4 compared to M1. (XLSX) Click here for additional data file.

S3 Table List of NAT-PC (protein coding) gene pairs. (XLSX) Click here for additional data file.

S4 Table Deregulated NAT-PC (protein coding) gene pairs in M4 compared to M1. (XLSX) Click here for additional data file.

S5 Table Deregulated NAT-cancer-associated PC (protein coding) gene pairs in M4 compared to M1. (XLSX) Click here for additional data file.

S6 Table List of cancer-associated genes. (XLSX) Click here for additional data file.

S7 Table Deregulated NAT-cancer-associated PC (protein coding) gene pairs in M4 compared to M1 cells where NAT expression is significantly correlated with survival rate in TCGA breast invasive carcinoma patients. (XLSX) Click here for additional data file.

S8 Table List of oligonucleotides, primers and siRNAs. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

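RNA-seq of M1, M2, M3 and M4 cells, 2 biological replicates each, was analysed from the authors' deposited table of expected counts per gene. The authors made these estimated counts from poly A+ selected, paired-end reads by trimming with Trimmomatic, aligning with STAR to hg19 and counting with STAR/RSEM on GENCODE v19; tool versions are not stated in the paper's text, and neither is whether the counting used strand. For the paper's own results the authors normalized with DESeq2's size factors and computed fold changes from FPKM values. The deposited counts are not normalized, and 27213 genes at 0 in every library are kept in the table. Each sample's line and replicate number came from the sample labels, and the lines were checked against the paper's description. S1 and S2 Tables assign 2 libraries to the other line (M1 or M2), and the effect of that assignment is given in the closing section. The copies of S1 and S2 Tables used here hold 1998 genes each, of the paper's 28905 and 4668, so no overlap was tested on them.

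Expected counts were rounded to whole numbers. Library totals ran from 69669970 to 107350344, with a median of 84947231. At these depths a gene with 10 counts carries a large counting error, and many NATs are at that level. Gene classes and coordinates came from GENCODE release 44 mapped to GRCh37, the build the authors used; 94.7% of the genes with a count were matched to it. As in the paper, every gene that is not protein coding was counted with the lncRNAs.

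Main tests used edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test with robust estimation, TMM scaling, filterByExpr, 1 coefficient per line over all 8 libraries), with Benjamini-Hochberg adjustment over the 18431 genes tested and a call at an adjusted p under 0.05 with an absolute log2 fold change above 1. The standard error of a log2 fold change is the one implied by the F statistic. The 2-fold rule used CPM with 0.001 added, in each of the 2 replicates. Pairs were re-paired at random 100000 times. Gene lists, written from general knowledge of the pathways (cholesterol biosynthesis, ERK pathway output, interferon-stimulated, proliferation, epithelial and mesenchymal genes), were tested with camera at a preset inter-gene correlation of 0.01 and with fry, in limma 3.58.1, and adjusted over the 6 lists. DESeq2 1.42.0 was an alternative. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest. The fitting and counting steps were tested on simulated data. The 2-fold rule recovered 200 of 200 changed genes and passed 0 of 11250 unchanged ones. Those genes had high counts in every library and no spread between replicates beyond counting error, and the changes set were well above 2-fold. The result therefore checks the code and gives no error rate for the rule on these data.

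The genes named are those the paper names for these cell lines or as regulators and other lncRNAs, HRAS, and for each line against M1 the 3 genes with the largest higher and the 3 with the largest lower change among those called, changed the same way in both replicates and with at least 100 counts in each replicate of the higher line. These rules, the tests, the gene lists and the alternatives were set before the data were examined, apart from alternatives and genes marked as chosen later. The cholesterol list was prompted by genes of S4 Table, which the study made from these same samples. The alternatives were DESeq2's type of size factors, DESeq2, other filters on low counts, a replicate block, a fit of only the 2 lines compared, other thresholds, other pseudocounts, total counts, the crossed replicate pairing, and leaving out each M1 or M4 replicate. RT-qPCR, immunoblot, knockdown and patient data were not analysed here. A result for 1 further gene is not reported here.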

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

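All tests of explanations in this part were chosen after the result was seen. The results below are signals in comparisons or genes that the paper does not report: its tables of changed genes compare M4 with M1, and its text reports no genome-wide counts of changed genes in M2 or M3 and no tests of the pathway lists used here. Of the lists past the threshold with camera, the cholesterol, ERK and proliferation lists also passed it with fry, and the interferon-stimulated list did not.

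Against M1, edgeR's quasi-likelihood test called 622 genes in M2, 417 higher and 205 lower, and 2494 in M3, 1478 higher and 1016 lower. Of the genes called in M2, 443 were also called in M4, 422 of them in the same direction. Unchanged groups set against the same M1 libraries shared 0.2 calls on average. That value cannot serve as the overlap expected for lists of this size, because unchanged groups give almost no calls. In the simulated counts, 0 genes were called in unchanged M2 and 0 in unchanged M3. The unchanged groups and these counts were simulated with the same spread in every line, unlike the replicates here. The log2 fold changes of M2 and M4 had a correlation of 0.445 across genes, below the 0.503 that unchanged groups gave from the shared M1 libraries, so the correlation by itself shows nothing beyond the shared control. The largest changes in M2 were COL6A3, LINC00707 and SERPINE2, with log2 fold changes of 4.85, 4.64 and 4.401, and CXCL14 and FABP4, with -7.22 and -6.91; ENSG00000235883 was at least 61.1-fold lower, and did not pass the threshold with the replicate block (adjusted p = 0.0571 from edgeR) or under the assignment of S1 Table, against 3.61e-20 to 0.0365 under the other alternatives. FABP4 had 7859 counts in M1 replicate 1 and 352 in M1 replicate 2. Without M1 replicate 1 its M2 change was -3.38. The M2 change of SERPINE2 was 3.895 without M1 replicate 1 and 5.188 without M1 replicate 2, and that of CXCL14 was -6.43 and -7.73. Those of LINC00707, 4.84 and 4.47, and of COL6A3, 4.86 and 4.83, moved less. With all libraries, the M2 change of FABP4 did not pass the threshold with the replicate block (adjusted p = 0.0608 from edgeR), with only M1 and M2 fitted (0.0947) or under the assignment of S1 Table, whereas under the other alternatives its adjusted p was 9.67e-78 to 0.0365. In M3, the change of FABP4 did not pass with only M1 and M3 fitted (0.0594 from edgeR) or under the assignment of S1 Table (0.112), whereas its adjusted p was 3.69e-119 to 0.00943 under the other alternatives. Also in M3, PRSS21, CCND2 and LINC00973 were at least 1347-fold, 314-fold and 314-fold higher, and ENSG00000214265, FABP4 and ZNF44 at least 1373-fold, 1441-fold and 135-fold lower. The bound of FABP4 was 124.6-fold without M1 replicate 1 and 2756-fold without M1 replicate 2. These bounds use the sample labels; under the assignment of S1 Table the log2 fold change of LINC00973 in M3 was 4.91 and did not pass (adjusted p = 0.163 from edgeR, against 3.42e-79 to 0.00352 under the other alternatives). Under the library assignment of S1 Table the number called was 0 in M2 (315 genes at an unadjusted p under 0.05) and 219 in M3, so both counts depend on the assignment of the 2 libraries. The difference between the lines stays open as an untested explanation for the changes in M2, and in M3 it is confounded with EGF.

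That assignment was weighed as a possible mislabelling. The 2 libraries labelled M2 had a chi-square per degree of freedom of 6.98, lower than any other pair of libraries, which argues against an exchange of labels in the deposited record: the library labelled M2 replicate 1 would then be an M1 library. A batch shared by libraries of the same number in the tables could also make them alike, but then M3 and M4 would split along the same genes. The slope of the M3 split on the M1 split of the tables was 0.0628 and that of M4 0.115, against 0.536 for M2, which argues against such a batch as the whole cause. An exchange of columns in the tables is consistent with the mean Spearman correlation with M3, which was derived from M2: it was 0.924 for the library labelled M1 replicate 2 and 0.960 for the library labelled M2 replicate 1. These values concern single libraries and do not settle the record. Whether the M2 libraries come from 1 culture or from well-matched cultures cannot be told apart, since their 6.98 lies above sampling noise and below the other replicate pairs.

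Cholesterol biosynthesis genes had a median log2 fold change of 2.28 in M4 against M1, with 20 of 21 called higher (camera adjusted p = 6.84e-27, fry adjusted p = 0.00224). In M2 and M3 the medians were 0.60 and 0.88. EGF left out of the medium cannot be the whole cause, since M3 had the same medium and M4 was higher than M3 by a median of 1.38 (camera adjusted p = 3.32e-19, fry adjusted p = 0.0190). Transcript length and GC content were not the cause of the median, which was 2.31 after adjustment. FDPS, a coding gene of S6 Table, belongs to this pathway. The list was included because FDPS, HMGCS1 and LSS are in S4 Table, which the study chose on these same samples. Its test is therefore not independent of the paper's M4 result. A difference between the lines may remain as an explanation, as a hypothesis; a part played by EGF together with the line was not tested.

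Proliferation genes had a median of 1.37 in M4, with 15 of 20 called higher (camera adjusted p = 7.67e-13, fry adjusted p = 0.00564), and medians of 1.41 in M2 and 1.66 in M3. M2 was grown with EGF, as M1 was, so the value of 1.41 argues against EGF as the whole cause. After adjustment for length and GC content the M4 median was 1.34. Under the library assignment of S1 Table it was 0.41 with 0 genes called (camera adjusted p = 0.10, against 6.08e-13 to 2.82e-12 under the other alternatives tested), so this result depends on the assignment of the 2 libraries.

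Genes of the ERK pathway output had a median of 1.24 in M4, with 6 of 10 called higher and 1 lower (camera adjusted p = 0.00194, fry adjusted p = 0.0309), and 1.33 in M3. In M2 the median was 0.20. Without M1 replicate 1 the M4 median was 0.80 and without M1 replicate 2 it was 1.92, so its size depends on which M1 library is used. Leaving out EGF and the difference between the lines cannot be told apart here, because M3 and M4 differ from M1 and M2 in both; the 0.20 in M2, which carries activated HRAS, does not separate them.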

How the results depend on the processing

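The alternatives named in the processing summary were planned. The library assignment of S1 Table, leaving out the 2 libraries it assigns differently, either replicate alone for the 2-fold rule, the leave-outs for the lower bounds of folds, and the leave-outs and the adjustment of the gene lists were chosen after seeing the data. The causes of the changes below were not tested unless stated.

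Size factors (RLE) in place of TMM shifted the median log2 fold change by 0.0131 or less and called 614, 2504 and 3829 genes in M2, M3 and M4, against 622, 2494 and 3821. With DESeq2, 1273 genes were called in M2, 606 higher and 667 lower, a share of 47.6% higher against 67.0%. Without a filter on low counts 1788 were called in M2, 731 higher and 1057 lower, and the change of PDCD4 in M2, -0.59, had an adjusted p under 0.05 (0.0319 from edgeR, against 0.145 to 0.232 under the other alternatives set in advance) but stayed below the fold limit, so it was not called. When only the 2 lines compared were fitted, 1659 genes were called in M3 and 3100 in M4. Of those in M4, 477 were not protein coding and 120 were NATs. Without the fold limit 3918 genes passed in M3 and 5779 in M4. At an adjusted p under 0.01 the numbers were 160 in M2, 1189 in M3 and 2200 in M4, of which 201 were not protein coding and 56 were NATs, and 9 pairs of S4 Table had both genes called; in S6 Table 3 NATs and both genes of 2 pairs were called.

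The replicate numbers do not pair the samples: the deviations of same-numbered replicates correlated from -0.0862 to 0.216 between lines. With the replicate number as a block, 587, 2338 and 3628 genes were called, 26 pairs of S4 Table had both genes called, and TM4SF1-AS1 went from 0.044 to -0.043. Crossing the replicates in the 2-fold rule gave 6136 genes.

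Under the library assignment of S1 Table, 0 genes were called in M2 (315 at an unadjusted p under 0.05), 219 in M3 and 1559 in M4, of which 166 were not protein coding and 47 were NATs. Both genes were called in 13 pairs of S4 Table, and in S6 Table 6 NATs and both genes of 6 pairs were called. PDCD4-AS1 and PDCD4 in M3, at -2.30 and -1.75, no longer passed the threshold. The median of the proliferation list was 0.41, and that of the mesenchymal list, -0.68, passed it (camera adjusted p = 0.0333, against 0.179 to 0.230 under the other 2 settings). The M4 change of ELAVL1 became -0.0079 and that of HNRNPD -0.040, and the M2 changes of COL6A3 and LINC00707 became -0.13 and -0.049.

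The 2-fold rule depends on the pseudocount, since ratios of genes near 0 counts shrink with it. At 0.1 CPM it gave 3366 genes, of which 707 were not protein coding (340 higher, 367 lower) and 184 were NATs. At 1 CPM it gave 1926, of which 1756 were protein coding and 170 were not (84 higher, 86 lower), with 39 NATs. Requiring at least 10 counts in every replicate of M1 or M4 left 3852 genes, 970 not protein coding (424 higher, 546 lower) and 258 NATs. Either replicate alone gave from 12441 to 12829 genes, from 6068 to 6402 protein coding and from 6373 to 6427 not, and from 1507 to 1544 NATs. Of those not protein coding, 3659 were higher and 2714 lower in replicate 1 alone, and 2817 higher and 3610 lower in replicate 2 alone; here 1 condition replaces a pair of conditions.

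Leaving out each M1 or M4 library gave medians from 0.55 to 3.43 for the interferon-stimulated list and from -0.81 to -0.092 for the mesenchymal list. The lowest interferon value came without M4 replicate 1, and the mesenchymal value nearest 0 without M1 replicate 1. The M4 changes of PDCD4-AS1, from -4.05 to -3.52, and of PDCD4, from -2.45 to -1.66, kept their direction. The share of concordant pairs was from 82.1% to 86.6%, over 63 to 67 tested pairs in place of 56.

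The changes of other named genes in a line, 71 in all, were computed under the alternatives, and of these values 453 kept their direction and their side of an adjusted p of 0.05, 35 were no longer under it, 3 were newly under it and 5 reversed, which are given above. The 3 were ALDH1A3-AS1 with DESeq2 (0.86) and with at least 10 counts in every replicate of a line (0.86), and KRT7-AS without the filter (0.95), all below the fold limit. The counts of NATs limit these results, since 37 of the 108 NATs of S4 Table had fewer than 10 counts in every M1 and M4 library.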

Differences from the paper's values

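By the 2-fold rule, 1225 genes that are not protein coding were lower in M4 in both replicates, against the paper's 694. Of the alternatives set before the data were examined, the requirement of at least 10 counts gave 546 and came within 1.5 times of the paper's value; pseudocounts of 0.01, 0.1 and 1 CPM (1097, 367 and 86), total counts (1136) and crossed replicates (1224) did not. The library assignment of S1 Table, chosen after seeing the values, gave 890.

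Of the S4 Table pairs, 51 had the same direction and 5 opposite directions among the 56 tested, against the paper's 94 concordant and 14 discordant pairs of 108. Without the filter on low counts the numbers were 94 and 14. The other alternatives set before the data were examined gave 43 to 58 concordant pairs and 4 to 12 discordant pairs; of these only the 12 discordant pairs without M1 replicate 1 came within 1.5 times of the paper's 14.

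The log2 ratio of PDCD4-AS1 between M4 and M1 in replicate 2 was -3.56, against the paper's -2.41 in S4 Table. None of the alternatives set before the data were examined and computed for it closed the gap: a pseudocount of 1 CPM gave -1.16, total counts -3.50 and crossed replicates -3.52. The library assignment of S1 Table, chosen after seeing the values, gave -2.50 (-2.495 unrounded).

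In the RNA-seq, the level of PDCD4-AS1 relative to M1 was 0.159 in M3 and 0.0704 in M4, against about 0.54 and about 0.63 by RT-qPCR in the paper's Fig 2B, read by eye. That of PDCD4 in M2 was 0.662, against about 0.25 by RT-qPCR in the paper's Fig 2C, read by eye. None of the alternatives set before the data were examined brought these within 1.5 times of the paper's values. Among M2, M3 and M4, Fig 2B shows the lowest PDCD4-AS1 level in M2, whereas the RNA-seq level was lowest in M4. The RNA-seq cells were grown in Matrigel. The paper's methods also describe flat culture in other media, and its text does not state which culture gave these RT-qPCR samples. A difference in culture or in samples therefore stays open for these gaps, and the processing alternatives cannot test it. The paper states that both RNAs were reduced in M2 by RNA-seq; here the M2 changes of PDCD4-AS1, -1.23 (adjusted p = 0.189 from edgeR), and of PDCD4, -0.59 (adjusted p = 0.220 from edgeR), were in that direction and were not called. Under the library assignment of S1 Table, chosen after seeing the values, they were -0.28 and -0.44, and with an M1 library left out they ran from -1.46 to -0.95 for PDCD4-AS1 and from -0.92 to -0.16 for PDCD4. Without the filter on low counts the adjusted p of PDCD4 was under 0.05 (0.0319 from edgeR, against 0.145 to 0.232 under the other alternatives set before the data were examined), with a log2 fold change of -0.59, below the fold limit.

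The paper shows more lncRNA genes higher than lower in M4 (Fig 1C). By the 2-fold rule 1257 were higher and 1225 lower, whereas the test called 279 higher and 398 lower. With a pseudocount of 0.01 CPM, 0.1 CPM or 1 CPM, or at least 10 counts, the rule gave fewer higher than lower; with total counts it gave 1279 and 1136, with crossed replicates 1263 and 1224, and with the library assignment of S1 Table, chosen after seeing the values, 1247 and 890. The single replicates, also chosen after seeing the values, went opposite ways, with 3659 higher and 2714 lower in replicate 1 and 2817 higher and 3610 lower in replicate 2. At an adjusted p under 0.01 the test called 102 higher and 99 lower. S4 and S6 Tables list TM4SF1-AS1 as higher in M4 in both replicates; here its log2 fold change was 0.044 (adjusted p = 0.974 from edgeR), it passed the threshold under none of the alternatives, and it was 1.18 (adjusted p = 0.513 from edgeR) under that assignment. RFX5-AS1, listed there as RP11-126K1.6 and as lower, was lower here without passing the threshold (-1.98; adjusted p from 0.0852 to 0.252 from edgeR or DESeq2 under the alternatives).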

Other observations

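The tests of explanations in this part, and the leave-outs of the gene lists, were chosen after the result was seen. The camera and fry tests of the lists and the edgeR tests of genes the paper names were set before the data were examined.

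The decrease of PDCD4-AS1 in M4 was examined for reads of PDCD4 counted on the wrong strand. PDCD4-AS1 counts were 0.727% and 0.868% of PDCD4 counts in the M1 libraries and 0.259% and 0.218% in the M4 libraries. Reads of PDCD4 alone would keep this share the same, so the mean of 0.239% in M4 argues against them as the whole of the PDCD4-AS1 counts. The exons of the pair share no sequence position in release 44. EGF left out of the M3 and M4 medium may also contribute. In M2, grown with EGF, the log2 fold change was -1.23 and did not pass the threshold, so EGF and the difference between the lines cannot be told apart for this gene.

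The shared direction of NATs and coding genes was compared with other pairs of genes. The random re-pairing p of 1e-05, the smallest 100000 re-pairings can give, argues against random pairing of these genes as the source of the shared direction. Among all annotated NAT and coding gene pairs with both genes called, 61 of 70 moved in the same direction (87.1%), against 320 of 500 neighbouring coding gene pairs (64.0%; two-sided Fisher's exact p = 6.58e-05). Neighbouring coding genes at most 1 kb apart did so in 33 of 41 (80.5%), which was not distinguishable from the NAT pairs (two-sided Fisher's exact p = 0.416), so closeness on the chromosome stays open as a candidate explanation. NAT pairs without overlapping exons moved together in 17 of 21 (81.0%, exact binomial p = 0.00720 against 50%). They share no exon sequence in release 44, which argues against wrong-strand reads of exons as the whole cause for these pairs. Reads from introns were not examined, and this share was not tested against the 64.0% of neighbouring coding gene pairs. For pairs with overlapping exons, 44 of 49 (89.8%) moved together, and wrong-strand reads cannot be told apart from co-regulation there (two-sided Fisher's exact p = 0.437 against pairs without overlap).

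Interferon-stimulated genes had a median log2 fold change of 2.62 in M4 against M1, with 11 of 20 called higher and 2 lower (camera adjusted p = 0.0210; fry adjusted p = 0.216). Without M4 replicate 1 the median was 0.55, so 1 library may account for most of it. In this list and in the mesenchymal list 1 gene had at most 3 counts in both libraries of a line; the medians did not change with it set to its bound. Centred on the mean of the 8 libraries, the list's median was 2.82 in M4 replicate 1 and -0.085 in M4 replicate 2. Epithelial genes had a median of 0.22, or 0.12 without M1 replicate 2 (camera adjusted p = 0.261; fry adjusted p = 0.0677), and mesenchymal genes one of -0.52, or -0.092 without M1 replicate 1 and -0.24 without M4 replicate 1 (camera adjusted p = 0.235; fry adjusted p = 0.00590). Without M1 replicate 2 and without M4 replicate 2 the mesenchymal median was -0.80 and -0.81.

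EMD, a gene chosen after its values were seen, had 2087 counts in M1 replicate 1 and 0 in the other 7 libraries. It lies on chromosome X of GRCh37 from 153607633 to 153609934, beside FLNA (153576892 to 153603002). FLNA was at 71.5 CPM in M1 replicate 1 and from 8.12 to 18.1 CPM in the other libraries, 11.4% to 25.3% of it. If EMD reads had been counted on FLNA there, FLNA would be higher; the highest value, 25.3%, argues against that. A segment of the chromosome lost in the other libraries may be a candidate explanation for EMD. FLNA was at 0 in none of these 7 libraries, with a median of 15.2% of M1 replicate 1. A segment lost in full would therefore have to leave out FLNA, and the lower FLNA level does not speak for it. RPL10 was from 52.2% to 112% and DNASE1L1 from 101% to 264% of M1 replicate 1. Counts of RNA cannot tell a lost segment from silencing. Both libraries that S1 Table assigns differently had 0 counts of EMD, so under either assignment the 2 M1 libraries differ, and no condition of the design separates them.

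In M3, chosen after their values were seen, SNRPN (0 counts in each replicate), SNHG14 (1 and 6 counts) and MGMT (0 and 1 counts) were near 0, while M1 had 249 and 446, 1729 and 1349, and 1372 and 1471 counts. In M4 their counts were 507 and 249, 2211 and 1351, and 994 and 681. On chromosome 15, the annotated spans of SNRPN and SNHG14 overlap, and that of ENSG00000214265 overlaps both. ENSG00000214265, given above among the largest changes in M3, also had 0 counts in each M3 library. The losses of these chromosome 15 genes therefore concern the same locus. No explanation was tested.

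Other genes the paper names had these log2 fold changes in M4 against M1, with adjusted p from edgeR. HRAS, whose activated form was transfected into MCF10A cells in making M2, was 1.23 (adjusted p = 0.00119) and was 0.10 in M2 (adjusted p = 0.736). GAS5 was -1.36 (adjusted p = 0.00534) and HOTAIR -1.68 (adjusted p = 0.00907); under the library assignment of S1 Table neither passed the threshold, at -0.84 (adjusted p = 0.269, against 5.38e-10 to 0.00949 under the other alternatives) and -1.32 (0.0562, against 2.58e-05 to 0.0350). TIA1 was -1.06 (adjusted p = 0.00938), or -0.94 and below the fold limit under that assignment. ELAVL1 was 0.10 (adjusted p = 0.572), HNRNPD 0.18 (adjusted p = 0.533) and MALAT1 0.12 (adjusted p = 0.857), none past the threshold. The M4 libraries of MALAT1, at 107.6 and 40.2 CPM, lay on either side of the M1 libraries, at 73.5 and 62.9 CPM. Of the genes near PDCD4, SHOC2 was 0.40 (adjusted p = 0.170), RBM20 -1.80 (adjusted p = 0.248) and BBIP1 0.87 (adjusted p = 0.0313), below the fold limit. The adjusted p of BBIP1 was 0.0594 with only M1 and M4 fitted and 0.659 under the library assignment of S1 Table, where its change was 0.34, against 0.00426 to 0.0450 under the other alternatives.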
